# Apoptosis, G1 Phase Stall, and Premature Differentiation Account for Low Chimeric Competence of Human and Rhesus Monkey Naive Pluripotent Stem Cells

**DOI:** 10.1016/j.stemcr.2020.12.004

**Published:** 2020-12-30

**Authors:** Irène Aksoy, Cloé Rognard, Anaïs Moulin, Guillaume Marcy, Etienne Masfaraud, Florence Wianny, Véronique Cortay, Angèle Bellemin-Ménard, Nathalie Doerflinger, Manon Dirheimer, Chloé Mayère, Pierre-Yves Bourillot, Cian Lynch, Olivier Raineteau, Thierry Joly, Colette Dehay, Manuel Serrano, Marielle Afanassieff, Pierre Savatier

**Keywords:** pluripotent stem cells, naive pluripotency, reprogramming, interspecies chimera, non-human primate, human, mouse, rabbit, macaque monkey, BCL2

## Abstract

After reprogramming to naive pluripotency, human pluripotent stem cells (PSCs) still exhibit very low ability to make interspecies chimeras. Whether this is because they are inherently devoid of the attributes of chimeric competency or because naive PSCs cannot colonize embryos from distant species remains to be elucidated. Here, we have used different types of mouse, human, and rhesus monkey naive PSCs and analyzed their ability to colonize rabbit and cynomolgus monkey embryos. Mouse embryonic stem cells (ESCs) remained mitotically active and efficiently colonized host embryos. In contrast, primate naive PSCs colonized host embryos with much lower efficiency. Unlike mouse ESCs, they slowed DNA replication after dissociation and, after injection into host embryos, they stalled in the G1 phase and differentiated prematurely, regardless of host species. We conclude that human and non-human primate naive PSCs do not efficiently make chimeras because they are inherently unfit to remain mitotically active during colonization.

## Highlights

• Mouse ESCs are highly effective in colonizing rabbit and non-human primate embryos
• Rhesus monkey and human naive PSCs ineffectively colonize rabbit and monkey embryos
• Most rhesus/human naive PSCs differentiate prematurely upon injection into embryos
• Rhesus monkey PSCs stall in the G1 phase after transfer into rabbit embryos

## Introduction

Human embryo-derived pluripotent stem cells (PSCs) and human induced PSCs (iPSCs) exhibit biological and functional characteristics of primed pluripotency: (1) dependence on fibroblast growth factor 2 (FGF2)/extracellular signal-regulated kinase and activin A/SMAD signaling for self-renewal; (2) inactivation of the second X chromosome in female lines; and (3) a global transcriptome more similar to that of post-implantation epiblast in the gastrulation embryo (Chen and Lai, 2015; Davidson et al., 2015; Nakamura et al., 2016; Nichols and Smith, 2009). Although PSC lines obtained from rhesus monkeys are less well characterized, they also exhibit the essential characteristics of primed pluripotency (Wianny et al., 2008). In this respect, human and non-human primate PSCs differ from their murine counterparts, which exhibit biological and functional characteristics of naive pluripotency (Chen and Lai, 2015; Davidson et al., 2015; Nichols and Smith, 2009). Notably, naive and primed PSCs differ in their capacity to generate chimeras following injection into pre-implantation embryos. Although mouse ESCs (mESCs) produce germline chimeras, rhesus monkey PSCs do not colonize the inner cell mass (ICM)/epiblast of the host embryo and undergo apoptosis (Tachibana et al., 2012).

Different culture media with capacity to produce primed-to-naive conversion of human, cynomolgus, and rhesus macaque PSCs have been reported. The media are variously termed naive human stem cell medium (NHSM) (Gafni et al., 2013), E-NHSM (https://hannalabweb.weizmann.ac.il), NHSM-v (Chen et al., 2015b), 3iL (Chan et al., 2013), Reset (Takashima et al., 2014), 5i/L/A and 6i/L/A (Theunissen et al., 2014, 2016), 4i/L/b (Fang et al., 2014), TL2i (Chen et al., 2015a), 2iLD, 4i, and FAC (Wu et al., 2017), t2iLGöY (Guo et al., 2017), and LCDM (Yang et al., 2017b). PSCs under these culture conditions display characteristic features of naive-state pluripotency of mESCs with a reconfigured transcriptome and epigenome (Chen et al., 2015a; Huang et al., 2014; Nakamura et al., 2016), loss of FGF2 dependency (Chen et al., 2015a; Takashima et al., 2014), gain of STAT3 dependency (Chan et al., 2013; Chen et al., 2015a; Gafni et al., 2013; Takashima et al., 2014), reactivation of the second X chromosome (Fang et al., 2014; Takashima et al., 2014; Theunissen et al., 2014), and elevation of oxidative phosphorylation (Takashima et al., 2014; Ware et al., 2009).

Colonization of mouse embryos by human naive PSCs and their subsequent participation in germ layer differentiation has been reported (Fang et al., 2014; Gafni et al., 2013). However, these early results were not confirmed by subsequent reports: low rates of chimerism (<0.001%) in <1% of the fetuses were reported after injection of human naive PSCs in mouse blastocysts (Masaki et al., 2015; Theunissen et al., 2016). Similarly, very low rates of chimerism were also observed in pig fetuses after injecting human naive iPSCs in pig embryos (Wu et al., 2017). Whether human PSCs have failed to produce chimeras because naive PSCs in general cannot colonize embryos from distant species or because human PSCs are inherently devoid of the attributes of chimeric competence is not known.

To explore this issue, we investigated the differential ability of mESCs, and rhesus monkey and human naive PSCs, to colonize both closely and distantly related host embryos. To circumvent the ban on introducing human embryo-derived PSCs into animal embryos, we used embryo-derived rhesus monkey PSCs and human iPSCs. As a reference, we explored the ability of mESCs, the gold standard of naive pluripotency, to colonize evolutionary distant host embryos. As host species, we selected rabbit and cynomolgus monkey embryos. Primates and glires (rodents + lagomorphs) diverged between 85 and 97 million years ago, while rodents and lagomorphs diverged between 77 and 88 million years ago (www.timetree.org). The divergence time makes rabbit embryos an almost equidistant environment for comparing the colonizing capabilities of rodent and primate PSCs. In addition, rabbits have several advantages in testing the colonization capacity of human PSCs. The early rabbit embryos share common features with primate embryos in their developmental characteristics (Madeja et al., 2019); unlike the three-dimensional egg-cylinder shape of rodent embryos during gastrulation, primate and rabbit embryos develop into a flattened disc at the surface of the conceptus; primate and rabbit embryos are also markedly similar with respect to the timing of zygotic genome activation and the timing and regulation of X chromosome inactivation. In rodents and primates, gastrulation occurs in the implanted embryo buried within the uterine wall. However, in rabbits, gastrulation begins shortly before implantation, allowing easier access to a wider developmental window. Furthermore, the rabbit PSC lines derived from pre-implantation embryos require FGF2 and transforming growth factor β for inhibition of differentiation and exhibit the cardinal features of primed pluripotency (Osteil et al., 2013, 2016). Thus, rabbit pre-implantation embryos appear to be more similar to primate embryos than mouse embryos with respect to the mechanisms regulating pluripotency. Therefore, they may be a better host for examining the colonization competence of human PSCs. As a closely related host for human and rhesus monkey PSCs, we used cynomolgus macaque embryos. The common ancestor of macaques and humans dates back 29 million years, while rhesus and cynomolgus macaques diverged 3.7 million year ago (http://www.timetree.org). We explored the differential ability of mESCs, rhesus monkey PSCs, and human naive iPSCs to colonize rabbit and cynomolgus embryos, and drew conclusions on the inherent abilities of rodent and primate naive PSCs to colonize distantly related hosts.

## Results

### Colonization of Rabbit Embryos by mESCs

Fresh rabbit embryos observed by epifluorescence microscopy typically show a high level of autofluorescence (Figure S1A), which could be confounding for the detection of GFP-expressing cells in chimeras. To overcome this limitation, we systematically used an anti-GFP antibody. No immunostaining was observed when applied to rabbit embryos (1) before any injection of cells, and (2) after injection of ten rhesus wild-type PSCs (LyonES [Wianny et al., 2008]) that do not express any fluorescent reporters. Immunolabeling was observed in both rhesus PSCs expressing GFP as a fusion between tau protein and GFP (LyonES-tauGFP) (Figure S1B) and rabbit embryos colonized with naive-like rabbit iPSCs expressing GFP (Figure S1C) (Osteil et al., 2016). Thus, immunolabeling of GFP allows an effective detection of GFP expression in our system.

Mouse ESCs grown in serum/leukemia inhibitory factor (LIF) and, in particular, in 2i/LIF epitomize naive pluripotency and, for this reason, we tested their ability to colonize rabbit embryos. For this purpose, ten mESC-GFP cells cultured in serum/LIF condition were injected into rabbit embryos at the morula stage (embryonic day 2 [E2]). The morulas were subsequently cultured for 1–3 days *in vitro* (DIV) and developed into early (E3), mid (E4), and late (E5) blastocysts (1, 2, and 3 DIV, respectively). The vast majority of rabbit blastocysts had incorporated groups of GFP^+^ cells (97.5%, n = 81) (Figure 1A; Table S1). mESCs and their progeny divided very actively, as shown by both the expansion of the GFP^+^ cell pool during *in vitro* culture of chimeric embryos and a high incorporation of 5-ethylnyl-2′-deoxyuridine (EdU) in most GFP^+^ cells (Figures 1B and 1C; Video S1). It should be noted that, under the conditions used (very short incorporation time), the EdU labeling of host embryo cells is markedly low. GFP^+^ cells and their progeny expressed the transcription factors and pluripotency markers OCT4, NANOG, and SRY-box transcription factor (SOX)2, as revealed by immunostaining at E5 (3 DIV) (Figures 1D and 1E). In contrast, GFP^+^ cells did not express SOX17, a primitive endoderm marker, indicating that they did not differentiate to the primitive endoderm lineage. We performed a similar experiment using cynomolgus monkey embryos as hosts. For this purpose, 10 mESC-GFP cells were injected into cynomolgus embryos at the morula stage (E4). The morulas were subsequently cultured for 3 DIV and developed into mid/late (E7) blastocysts before immunostaining with GFP, OCT4, NANOG, SOX2, and SOX17 antibodies. Among the 5 embryos analyzed, 3 contained 8–16 GFP^+^ cells in the ICM. The first embryo was immunostained with GFP, OCT4, and SOX2 antibodies and contained 16 GFP^+^/OCT4^+^/SOX2^+^ cells. The second one was immunostained with GFP and NANOG antibodies and contained eight GFP^+^/NANOG^+^ cells. The third one was immunostained with GFP and SOX17 antibodies and contained eight GFP^+^/SOX17^−^ cells (Figure 1F; Table S1). In another experiment, ten mESC-GFP cells propagated in N2B27 supplemented with LIF, PD0325901, and CHIR99021 (i.e., 2i/LIF condition) were injected into rabbit morulas and subsequently cultured for 3 DIV before immunostaining (Figure S2A and Table S1). Of the 19 E5 blastocysts obtained, 14 had incorporated groups of GFP^+^ cells. Immunostaining showed that 100% of chimeric embryos harbored GFP^+^ cells expressing SOX2 (n = 7/7), whereas none of them expressed SOX17 (n = 0/7). Overall, these results show that mESCs, whether in serum/LIF or 2i/LIF conditions, continue to express pluripotency markers and expand after injection into evolutionary distant embryos, whether rabbit or cynomolgus monkey embryos.

**Figure 1:**
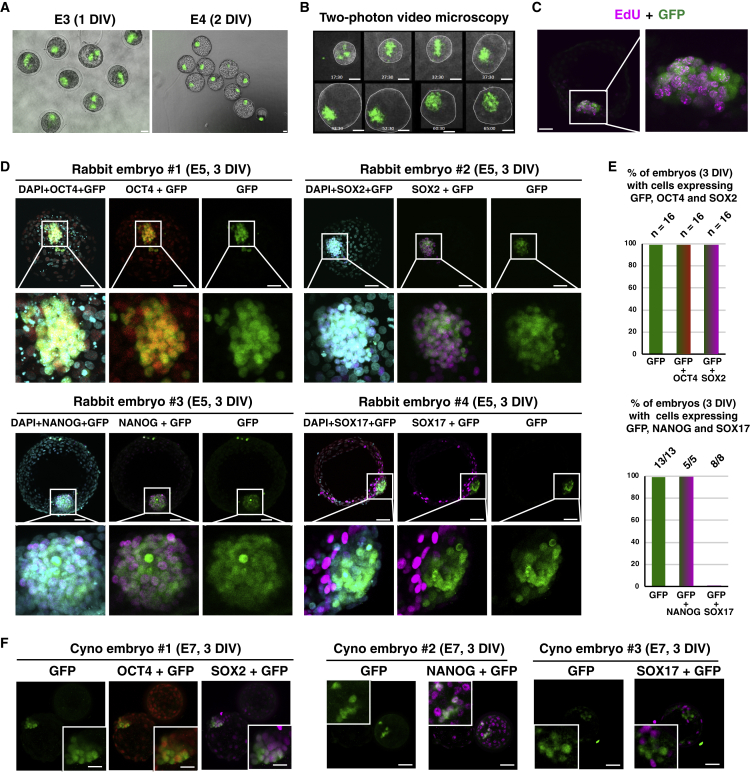
Colonization of Rabbit and Cynomolgus Embryos by mESCs (A) Epifluorescence images of the early- (E3, 1 DIV) and mid-blastocyst-stage rabbit embryos (E4, 2 DIV) resulting from microinjection of 10 mESC-GFP cells. Scale bars, 50 μm. (B) Two-photon microscope images of the late blastocyst-stage rabbit embryos (E2–E5, 0–3 DIV) resulting from microinjection of 10 mESC-GFP cells. Scale bars, 50 μm. (C) Immunostaining of GFP and EdU in a late blastocyst-stage rabbit embryo (E5, 3 DIV) after microinjection of 10 mESC-GFP cells into the morula-stage (E2) embryo (confocal imaging). Scale bar, 50 μm. (D) Immunostaining of GFP, OCT4, SOX2, NANOG, and SOX17 of late blastocyst-stage rabbit embryos (E5, 3 DIV) after microinjection of 10 mESC-GFP cells into morula-stage (E2) embryos (confocal imaging; n = 135). Scale bars, 50 μm. (E) Histogram of percentage of rabbit embryos with GFP^+^/OCT4^+^, GFP^+^/SOX2^+^, GFP^+^/NANOG^+^, and GFP^+^/SOX17^+^ cells at 3 DIV (n = 74). (F) Immunostaining of GFP, OCT4, SOX2, and SOX17 of late blastocyst-stage (E7) cynomolgus embryos after microinjection of 10 mESC-GFP cells into morula-stage (E4) embryos (confocal imaging; n = 7). Scale bars, 50 μm.

Video S1. Two-Photon Microscopy Analysis of mESC-GFP Cells after Microinjection into a Rabbit Embryo (E2) and Follow-up for 48–72 h

We subsequently studied the ability of mESCs to colonize the embryonic disk of rabbit pre-gastrula embryos (E6) and the three germ layers after gastrulation (E9). For this purpose, the E2 embryos injected with 10 mESC-GFP cells (grown in serum/LIF) were transferred into the oviducts of surrogate rabbits. Nine embryos were recovered after 4 days (i.e*.*, E6). All contained GFP^+^ cells expressing OCT4 and SOX2 (Figure S2B and Table S1). Three embryos were immunostained with a SOX17 antibody and did not show SOX17^+^ cells. On the other hand, the GFP^+^ cells formed a coherent group of cells in the embryonic disk, suggesting that mouse cells did not mix with rabbit cells. To assess whether mESCs participated in the development of rabbit embryos after gastrulation, 20 fetuses were recovered 7 days after transfer to surrogate mothers (i.e*.*, E9) (Figure S2C and Table S1). Fetuses contained GFP^+^/SOX2^+^, GFP^+^/TUJ1^+^, and GFP^+^/NANOG^−^ cells in the neurectoderm (n = 12/12). None of the fetuses had GFP^+^ cells in embryonic tissues derived from the mesoderm and endoderm or in extra-embryonic tissues. These results strongly suggest that mESCs injected into rabbit morulas contribute to the expansion of the late epiblasts until the onset of gastrulation. After gastrulation, mESCs were able to contribute to the neuroectoderm, but not to other embryonic and extra-embryonic lineages.

### Reprogramming Rhesus PSCs to Naive Pluripotency

The LyonES rhesus line expressing a tauGFP transgene under the control of the ubiquitous CAG promoter has been described previously (Wianny et al., 2008). LyonES-tauGFP cells were infected with the pGAE-STAT3-ER^T2^ lentiviral vector (Chen et al., 2015a), and a clonal cell line stably expressing STAT3-ER^T2^ was isolated as LyonES-tGFP-(S3). Immunostaining with anti-STAT3 antibody showed increased labeling and nuclear translocation following the treatment of LyonES-tGFP-(S3) cells with tamoxifen (Figure S3A). LyonES-tGFP-(S3) cells were cultured in the presence of tamoxifen to activate STAT3-ER^T2^ and with 1,000 U/mL of LIF, MEK, and GSK3β inhibitors. Consistent with previous observations in human PSCs (Chen et al., 2015a), the LyonES-tGFP-(S3) cells formed small dome-shaped colonies, which were termed rhesus TL2i (rhTL2i) cells (Figure 2A). These colonies demonstrated identical morphology with that described previously for human TL2i cells (Chen et al., 2015a). We developed a variant of the TL2i protocol, in which MEKi and GSK3βi were replaced by CNIO-47799, a chemical inhibitor of cyclin-dependent kinases (CDK)8 and CDK19 (CDK8/19i) for reprogramming to the naive state (Lynch et al., 2020). This protocol is referred to as TL-CDK8/19i and the reprogrammed cells as rhesus TL-CDK8/19i (rhTL-CDK8/19i). LyonES-tGFP-(S3) cells were submitted to six other reprogramming protocols previously developed to revert human or monkey PSCs to naive pluripotency, including NHSM-v and E-NHSM (Chen et al., 2015b; Gafni et al., 2013), 4i/L/b (Fang et al., 2014), t2iLGöY (Guo et al., 2016; Takashima et al., 2014), 5iL/A or 6iL/A (Theunissen et al., 2014), and LCDM (extended pluripotent stem [EPS]) (Yang et al., 2017b). It should be noted that the six protocols were applied to LyonES-tGFP-(S3) cells in the absence of tamoxifen, thus maintaining STAT3-ER^T2^ in an inactive state. LyonES-tGFP-(S3) cells differentiated or underwent apoptosis when cultured in LIF/MEKi/GSK3βi (not shown). Of the eight protocols tested, seven (i.e*.,* NHSM-v, E-NHSM, 4i/L/b, t2iLGöY, LCDM [EPS], TL2i, and TL-CDK8/19i) produced rhesus PSCs forming dome-shaped colonies (Figure 2A). Continued instability was observed with protocol 5iL/A, which was subsequently omitted from the study. Unlike conventional rhesus PSCs, which were mechanically passaged in clumps, all reprogrammed cells were routinely dissociated into single cells using trypsin or trypLE. The colonies exhibited variable expression of naive transcription factors and cell surface molecules (Figures 2A, S3B and, S3G). Notably, the transcription factors AP-2 gamma (TFAP2C), KLF4, and transcription factor binding to IGHM enhancer 3 (TFE3) displayed stronger expression after reprogramming using the 4i/L/b, t2iLGöY, TL2i, and TL-CDK8/19i protocols. LCDM (EPS) cells expressed KLF4 and TFE3 but not TFAP2C. Cells reprogrammed with the other protocols did not express any of these naive markers (TFAP2C, KLF4, and TFE3). t2iLGöY, TL2i, and 4i/L/b cells featured lower levels of H3K4me3 marks (Figures 2B and S3C–D). They also displayed diffuse H3K27me3 immunostaining compared with punctate staining in primed, NHSM-v, and E-NHSM cells (Figures 2B, S3C, and S3E). Immunostaining of 5′-methylcytosine and 5′-hydroxymethylcytosine also revealed global genome hypomethylation in t2iLGöY, LCDM (EPS), and TL2i cells (Figures 2B, S3C, and S3D). Primed, E-NHSM, and NHSM-v cells exhibited punctate immunostaining for H2AK119Ub, indicating the presence of an inactive X chromosome, whereas t2iLGöY, LCDM (EPS), TL2i, and 4i/L/b cells displayed diffuse immunostaining, suggesting X chromosome reactivation (Figures 2B, S3C, and S3E). Altogether, these results strongly suggest that t2iLGöY, LCDM (EPS), TL2i, and 4i/L/b cells underwent epigenome reconfiguration, in line with the results of naive marker expression. Finally, consistent with their naive status, t2iLGöY, TL2i, and 4i/L/b cells exhibited preferential usage of the distal enhancer of Oct4 in a luciferase assay (Figure 2C).

**Figure 2:**
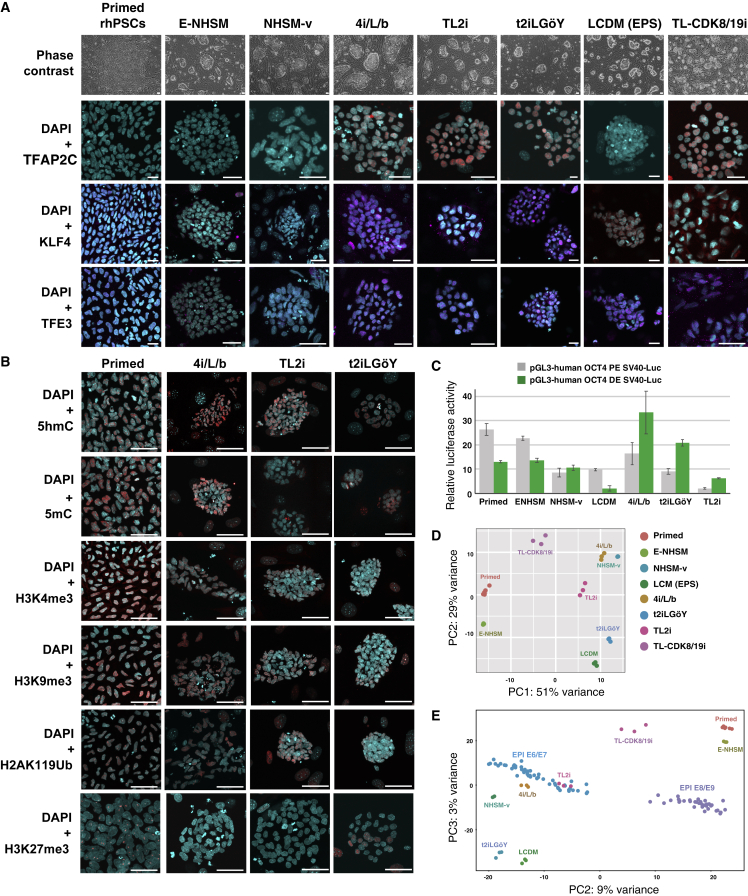
Characterization of Rhesus PSCs after Reprogramming to Naive Pluripotency (A) Phase contrast and immunostaining of naive pluripotency markers, TFAP2C, KLF4, and TFE3 in LyonES-tGFP-(S3) cells, before (primed rhesus PSCs) and after reprogramming to the naive state (E-NHSM, NHSM-v, 4i/L/b, TL2i, t2iLGöY, LCDM (EPS), and TL-CDK8/19i) (confocal imaging). Scale bars, 50 μm. (B) Immunostaining of 5′-methylcytosine (5mC), 5′-hydroxymethylcytosine (5hmC), H3K4me3, H3K9me3, H2AK119Ub, and H3K27me3 in LyonES-tGFP-(S3) cells, before (primed) and after reprogramming to the naive state (4i/L/b, TL2i, and t2iLGöY) (confocal imaging). Scale bars, 50 μm. (C) Activity of the proximal and distal enhancers (PE and DE, respectively) of *OCT4* measured in a luciferase assay after transient transfection in primed PSCs, E-NHSM, NHSM-v, 4i/L/b, TL2i, t2iLGöY, and LCDM cells. (D) Principal-component analysis (PCA) for primed PSCs, E-NHSM, NHSM-v, 4i/L/b, TL2i, t2iLGöY, LCDM, and TL-CDK8/19i populations based on RNA sequencing (RNA-seq) data. (E) PCA for primed PSCs, E-NHSM, NHSM-v, 4i/L/b, TL2i, t2iLGöY, LCDM, and TL-CDK8/19i populations based on bulk RNA-seq and single-cell RNA-seq data of cynomolgus epiblast from E6 to E9 embryos (Nakamura et al., 2016).

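RNA was sequenced in 27 libraries of rhesus PSCs, 6 of primed cells and 3 of cells reprogrammed with each of 7 protocols. The protocols were E-NHSM, NHSM-v, 4i/L/b, TL2i, t2iLGöY, LCDM (EPS), and TL-CDK8/19i. The labels number the libraries as replicates and do not say whether these were separate cultures or separate reprogrammings. The paper applied the protocols to 1 clonal line, LyonES-tGFP-(S3), so spreads and tests describe libraries of that line. Each protocol is a mixture of cytokines and kinase inhibitors meant to bring PSCs from the primed state, which resembles the epiblast around gastrulation, to the naive state of the earlier epiblast. TL2i and TL-CDK8/19i also use tamoxifen to activate STAT3-ER T2, and they differ in their inhibitors. Directional mRNA libraries were sequenced as single reads, and the authors deposited the number of reads counted on each of 17967 gene symbols in each library, without normalization. The paper's text does not name the aligner, the counting tool, the genome build, or the annotation, and it refers to Supplemental Experimental Procedures, not analysed here, for detailed protocols. For this reason genes are named by the symbols of the count tables and no positions are given. Reads shared with pseudogenes or paralogs, such as those of POU5F1 and NANOG, could have been split or dropped at that step. The labels arrange the primed libraries in 2 sets and give different set numbers for 2 of them. The columns of the primed table carry the letters J and K in place of the set numbers, so the 6 primed libraries were taken as one group. Primed libraries held from 7111886 to 15183387 counts, with a median of 10606171.5. Between 17555947 and 20760914 counts were obtained for E-NHSM (median 18229288), and between 16799803 and 20046414 for LCDM (EPS) (median 17494703). TL2i libraries ranged from 13359671 to 19482749 counts (median 16354474) and t2iLGöY libraries from 12827393 to 13849980 (median 13617437). The totals were lower for NHSM-v, from 9504626 to 12201171 (median 10297422), for 4i/L/b, from 8375416 to 10610790 (median 10547609), and for TL-CDK8/19i, from 8929940 to 11034150 (median 9652295). The 10 most counted genes took between 2.96% and 5.7% of a library. All 36 pairs of libraries from the same group differed by more than sampling noise, with a chi-square of 4.19 to 32.1 per gene where sampling alone gives 1. The correlation of log2 CPM, the counts scaled to a common library total, across genes, which are not independent replicates, lay between 0.918 and 0.987 within groups. Counts were normalized by edgeR's TMM method. Each protocol was compared with the primed libraries by edgeR's quasi-likelihood test on the genes kept by its filter on low counts, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called changed. Principal components were computed from log2 CPM, with a prior count of 2, over the 500 genes of highest variance. The number of genes, the transformation of the counts, and the filter can each change these numbers. In a library, 3 counts correspond to between 0.141 and 0.429 CPM, and this was taken as the floor under which a transcript was not quantified. Intervals and floors of this kind cover counting error only.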

To further characterize reprogramming, gene expression was analyzed by bulk RNA sequencing to assess transcriptome reconfiguration. Principal-component analysis and hierarchical clustering showed that primed and E-NHSM cells clustered on one side, whereas NHSM-v, 4i/L/b, t2iLGöY, TL2i, and LCDM (EPS) cells clustered on the other side (Figure 2D; Figure S3F and Table S2). 

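Over the 500 genes of highest variance, the first principal component held 60.8% of the variance between the 27 libraries and the second 16%. Over all 14752 genes kept by the filter, the share of the first component was 39.6%, the largest move of this value among the alternatives. Positions on the first component were scaled so that the mean of the primed libraries is 0 and the mean of the 15 libraries of NHSM-v, 4i/L/b, TL2i, t2iLGöY, and LCDM (EPS) is 1. Primed libraries then had an SD of 0.0246 (n = 6). E-NHSM cells lay at -0.0137 ± 0.00916 (SD, n = 3), apart from the 15 libraries (two-sided exact permutation test, p = 0.0012, the smallest that 3 against 15 libraries allow) and not distinguishable from primed cells (two-sided exact permutation test, p = 0.43). The sign of this position was not stable, since leaving out any 1 of the 3 E-NHSM libraries gave from 0.0187 to 0.0264. Nor was the outcome against primed cells stable. Without primed replicate J3, E-NHSM cells lay at -0.0307 and were apart from primed cells by the same test. TL2i cells were at 0.814 ± 0.00594 (SD, n = 3) and 4i/L/b cells at 0.926 ± 0.00557 (SD, n = 3). Positions above 1 were found for NHSM-v at 1.04 ± 0.00672, LCDM (EPS) at 1.07 ± 0.0195, and t2iLGöY at 1.15 ± 0.0105 (SD, n = 3 each). Average-linkage clustering of the same 500 genes into 2 clusters put the 6 primed and 3 E-NHSM libraries together and all 15 libraries of the other 5 protocols in the other cluster. This separation was kept in all 37 alternatives, which changed the genes, the transformation, the primed libraries, the linkage, or the distance, or left out a library. The 3 TL-CDK8/19i libraries joined the primed side. That placement was not stable, since they joined the other side in 13 of the 37 alternatives, among them 1000 genes in place of 500 and Ward linkage. With 3 clusters, they formed a cluster of their own.
On all genes kept, E-NHSM cells were nonetheless distinguishable from primed cells. Between 13268 and 13808 genes were tested in each comparison with primed cells. In E-NHSM cells 3486 genes were changed, 1476 higher and 2010 lower. The numbers were 7007 in TL2i (3533 higher, 3474 lower), 7422 in t2iLGöY (3703 higher, 3719 lower), 7543 in 4i/L/b (3605 higher, 3938 lower), 7775 in NHSM-v (3719 higher, 4056 lower), and 7782 in LCDM (EPS) (3845 higher, 3937 lower). The alternative that moved these counts most was an added minimum of 1 on the absolute log2 fold change, which left 1209 genes in E-NHSM cells and from 3336 to 4560 in the other 5 protocols. With this minimum more genes were higher than lower in each of the 5, as in 4i/L/b with 2228 and 1700, and fewer in E-NHSM, with 447 and 762. With the 5 protocols averaged against primed cells, 9932 of 14475 genes were changed. For comparison, 469 genes differed between the primed libraries lettered K and those lettered J, 3 against 3, a contrast within 1 condition. The root mean square log2 distance to primed cells over all genes kept was 0.997 for E-NHSM, 1.56 for TL2i, 1.63 for 4i/L/b, 1.77 for NHSM-v, 1.82 for LCDM (EPS), and 1.87 for t2iLGöY.
Table S2 lists 99 genes of the paper's heatmap, 81 as UP and 18 as DOWN in naive versus primed cells, by the paper's account. In the average of the 5 protocols against primed cells, 68 of the genes listed UP were higher and all 18 listed DOWN were lower, each with an adjusted p under 0.05 in edgeR's quasi-likelihood test. The same 86 genes passed when adjusted over the list alone, which is not independent evidence because the list was drawn from these libraries. The other 13 genes listed UP were lower, with log2 fold changes from -1.09 to -0.64. The median log2 CPM of the 81 genes rose from 2.33 in primed cells to 3.86 in E-NHSM cells and to between 6.01 and 6.65 in the 5 protocols. For the 18 genes it fell from 7.16 to 6.19 in E-NHSM cells and to between 5.41 and 5.82 in the 5 protocols.

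**Figure D1:**
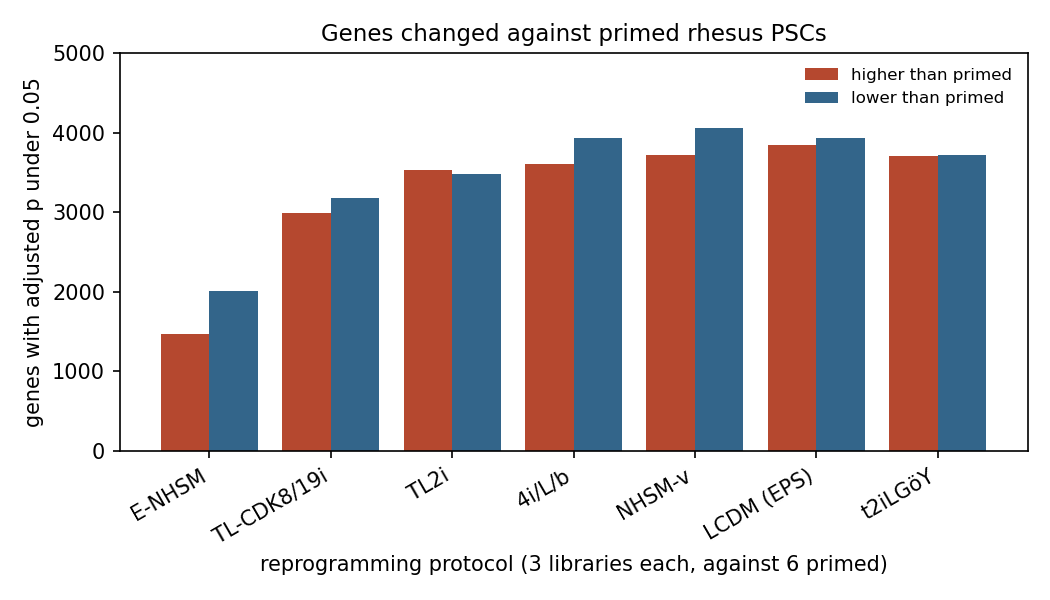
Genes changed in each protocol against primed cells. The vertical axis counts genes with an adjusted p under 0.05 in edgeR's quasi-likelihood test, and the paired bars give genes higher and lower than in primed cells for each protocol on the horizontal axis (3 libraries against 6). E-NHSM has the fewest, 1476 higher and 2010 lower.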

TL-CDK8/19i cells demonstrated an intermediate position, suggesting that transcriptome reconfiguration was less pronounced. 

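On the first principal component, with primed cells at 0 and the mean of the 15 libraries of the 5 protocols at 1, TL-CDK8/19i cells lay at 0.456 ± 0.0481 (SD, n = 3). They were apart from the 15 libraries (two-sided exact permutation test, p = 0.0012, the smallest possible) and from the 6 primed libraries (two-sided exact permutation test, p = 0.012, the smallest that 3 against 6 allow). A second measure used all 14752 genes and projected each library on the axis from the mean of primed cells to the mean of the 5 protocols, without TL-CDK8/19i in the axis. TL-CDK8/19i libraries were at 0.526 ± 0.0494 (SD, n = 3) on this axis, between 0.469 and 0.561. The primed libraries reached from -0.102 to 0.04, with primed replicate J3 lowest. E-NHSM libraries, from 0.113 to 0.126, were above every primed library (two-sided exact permutation test, p = 0.012), and the lowest position among the 15 libraries was 0.855, in TL2i. Over the other choices of genes, transformation, and prior count, the position of TL-CDK8/19i cells on the axis moved between 0.466 and 0.579. That of E-NHSM cells moved between 0.0332, with the 500 genes of highest variance, and 0.157, and stayed apart from primed cells (two-sided exact permutation test, p of at most 0.036).
Between TL-CDK8/19i and primed cells 6162 genes were changed, 2985 higher and 3177 lower. With a minimum of 1 on the absolute log2 fold change the balance reversed, to 1690 higher and 894 lower. The root mean square log2 distance of TL-CDK8/19i cells was 1.35 to primed cells and 1.23 to TL2i cells, the nearest of the 5 protocols, against 1.56 between TL2i and primed cells. Compared directly, TL-CDK8/19i and TL2i cells differed in 8906 of 13729 genes, 4331 higher and 4575 lower in TL-CDK8/19i. The genes that rose most among well-expressed genes were PRDM14, at 103 ± 18.5 CPM in TL-CDK8/19i cells (SD, n = 3) and 0.0817 ± 0.141 in TL2i cells, and SLC38A4, at 151 ± 4.51 CPM and 0.307 ± 0.143. Those with the largest falls were ALDH1A1, from 17.7 ± 3.68 CPM in TL2i cells to 0.687 ± 1.1 in TL-CDK8/19i cells, and LMX1A, from 49.4 ± 2.65 to 2.17 ± 3.39. For LMX1A, 1 of the 3 TL-CDK8/19i libraries held 53 counts and reached 6.08 CPM. PRDM14 stood at 277 ± 57.3 CPM in primed cells (SD, n = 6), above TL-CDK8/19i, and SLC38A4 at 15.7 ± 7.43 CPM, below it. All 4 differences between TL-CDK8/19i and TL2i cells passed edgeR's quasi-likelihood test, with adjusted p of 6.1e-11, 1.6e-12, 5e-06, and 4.5e-06 in that order. Of 12 target genes of the MEK pathway, which TL2i inhibits and TL-CDK8/19i does not, the median log2 fold change against primed cells was -1.53 in TL2i and -0.36 in TL-CDK8/19i cells. Taken directly between TL-CDK8/19i and TL2i cells it was 1.80, with an adjusted p of 5.1e-11 by limma's camera with its preset correlation and 0.072 with an estimated correlation, a comparison chosen after the values against primed cells were seen.

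**Figure D2:**
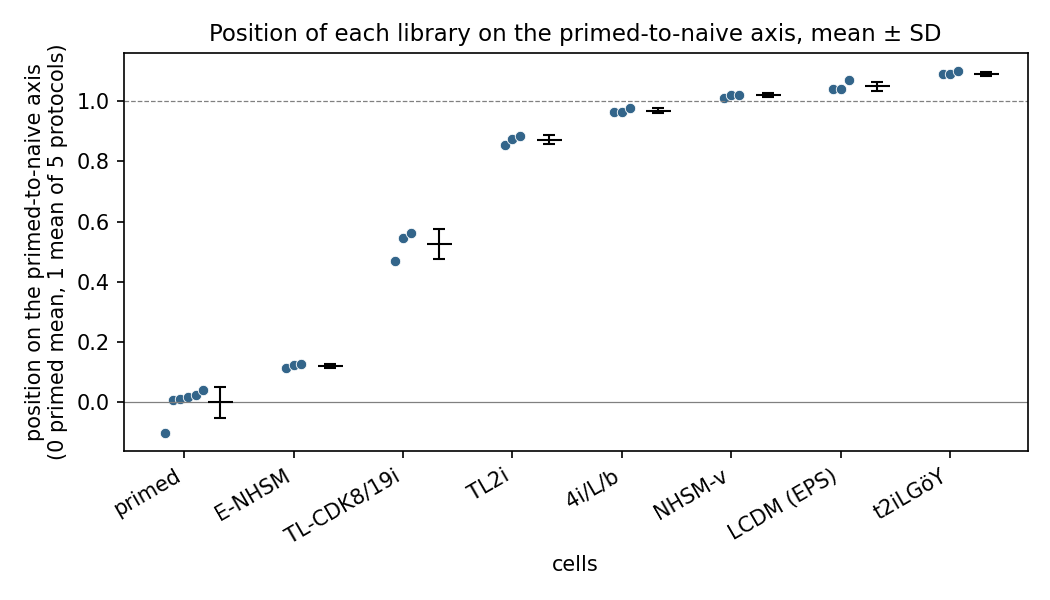
Position of each library on the axis from primed cells (0) to the mean of the 5 protocols (1), without units. Points are libraries, and the bar beside them is the mean ± SD of the group. The TL-CDK8/19i libraries lie between 0.469 and 0.561, above every primed and E-NHSM library and under every library of the other 5 protocols.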

A comparative analysis was performed between the primed and naive rhesus PSC lines and single-cell RNA sequencing data of the cynomolgus epiblast (Nakamura et al., 2016). The NHSM-v, 4i/L/b, t2iLGöY, TL2i, and LCDM (EPS) cells also clustered closer to the epiblast cells of the E6/E7 cynomolgus embryo (Nakamura et al., 2016) than the E-NHSM and primed cells (Figure 2E). These results show that, consistent with the immunostaining data, reprogramming of rhesus PSCs is characterized by a transcriptome shift reflecting the acquisition of characteristic features of the pre-implantation epiblast as reported previously with human naive PSCs (Nakamura et al., 2016).

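NHSM-v, 4i/L/b, TL2i, t2iLGöY, and LCDM (EPS) cells shared much of their change from primed cells. Of 13008 genes tested in all 5 comparisons, 1408 were higher in every one and 1825 lower in every one, and the fold changes of each pair of protocols had a median correlation of 0.738 across genes, from 0.707 to 0.87. Because the comparisons share the same primed libraries, unchanged groups were also simulated against them, which gave a median correlation of 0.334 and 0 genes changed in every comparison in either direction, with 3 genes called in all. Among well-expressed genes changed in the same direction in each protocol, PRDM14, NANOG, and TDGF1 had the 3 largest fitted falls in the average. Each was at or under the floor in some of the 5 protocols, so this rank rests on fitted values. The 3 genes with the largest fitted rise were BMP5, DCC, and INSM1. These had at most 2 counts in any primed library, so their rise has a lower bound only and their rank rests on fitted values. BMP5 was at least 65.9-fold higher in t2iLGöY cells and at least 388-fold higher in TL2i cells, the extremes of the 5 protocols. DCC was at least 125-fold higher in TL2i cells and at least 2110-fold higher in LCDM (EPS) cells. INSM1 was at least 26.7-fold higher in TL2i cells and at least 267-fold higher in LCDM (EPS) cells.
POU5F1, which encodes OCT4, was at 1180 ± 67 CPM in primed cells (SD, n = 6), 1370 ± 31.7 in E-NHSM cells, and 502 ± 95.1 in TL-CDK8/19i cells (SD, n = 3 each). In the 5 protocols, its mean was 6.44 CPM in TL2i, 3.16 in LCDM (EPS), 1.17 in t2iLGöY, 0.9 in 4i/L/b, and 0.29 in NHSM-v cells. Its log2 fold change against primed cells was -7.52 in TL2i cells (standard error 0.14, adjusted p = 1.1e-13 from edgeR's quasi-likelihood test), the smallest fall of the 5. NANOG was at 134 ± 19.4 CPM in primed cells (SD, n = 6), 169 ± 23.9 in E-NHSM, 74 ± 23.2 in TL-CDK8/19i, and 0.317 ± 0.243 in TL2i cells. It was at or under the floor in the other protocols, at least 367-fold lower in 4i/L/b, 396-fold in NHSM-v, 618-fold in t2iLGöY, and 784-fold in LCDM (EPS). SOX2 fell less, from 271 ± 54.4 CPM in primed cells to between 74.6 and 109 in 4i/L/b, TL2i, NHSM-v, and t2iLGöY cells, while LCDM (EPS) cells had 329 ± 8.3 CPM, a mean within the 214 to 337 of the primed libraries. DNMT3B, a DNA methyltransferase, was at 3100 ± 181 CPM in primed, 3520 ± 51.3 in E-NHSM, and 801 ± 155 in TL-CDK8/19i cells, and between 26 and 110 in the 5 protocols. DNMT3A fell from 377 ± 23.5 CPM in primed cells to between 102 and 220 in the 7 protocols.
A total of 12 gene lists, written before the data were examined, were tested in the 7 protocols by limma's camera with a preset inter-gene correlation of 0.01. Of the 84 tests, 38 passed an adjusted p of 0.05, 18 upward and 20 downward. All 38 held under fry, and 29 held under an estimated correlation. The upward calls were of neural and Wnt target genes in 6 protocols each, of fibroblast genes in 4, and of trophoblast genes in 2. Genes of the primed state were lower in all 7 protocols, with median log2 fold changes from -1.80 in 4i/L/b to -0.29 in E-NHSM cells, and each of these calls held under both. The list of naive-state genes, of which 8 to 12 could be tested in a protocol, was not called higher by camera in any protocol. Fry called it higher in TL-CDK8/19i cells and lower in NHSM-v, 4i/L/b, TL2i, t2iLGöY, and LCDM (EPS) cells. In each protocol called lower, its genes moved both ways. The median was positive in NHSM-v (1), 4i/L/b (0.89), and TL2i (1.05), and negative in LCDM (EPS) (-1.49). Camera called the list lower in t2iLGöY cells, at a median of -0.39, a call that did not hold under an estimated correlation. KLF17, a naive-state gene, had at most 7 counts in any library. MEK target genes were lowest in E-NHSM cells, at a median of -3.67, and fell also in t2iLGöY (-2.55), LCDM (EPS) (-2.52), and TL2i (-1.53), each with all 3 tests passed, and in TL-CDK8/19i by camera and fry (-0.36). In NHSM-v (-0.23) and 4i/L/b (-0.40) cells fry alone called them lower. DNA methylation genes were called lower in NHSM-v, 4i/L/b, TL2i, t2iLGöY, and TL-CDK8/19i cells. The list holds DNMT and TET genes together, so these calls give no direction for methylation itself. The calls for 4i/L/b, TL2i, and TL-CDK8/19i held under both. The medians lay between -0.53 in 4i/L/b and -0.02 in TL2i. In TL-CDK8/19i cells (-0.52), 5 of the 7 genes tested were lower and 0 higher. In NHSM-v, 4i/L/b, TL2i, and t2iLGöY cells the genes moved both ways, with TET2 rising from 18.9 ± 4.91 CPM in primed cells (SD, n = 6) to between 60.7 and 116. Lists of STAT3 target, endoderm, mesoderm, and apoptosis genes were not called by camera in any protocol. Fry, which does not compare a list with the other genes, called 71 of the 84 tests, among them apoptosis genes in 7 protocols, STAT3 target and mesoderm genes in 6 each, and endoderm genes in 3. From the PCA and clustering, and from a comparison with single-cell data of the cynomolgus epiblast that is not analysed here, the paper concludes that reprogramming brings a shift of the transcriptome toward the pre-implantation epiblast, and it sets this beside its immunostaining data.

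**Figure D3:**
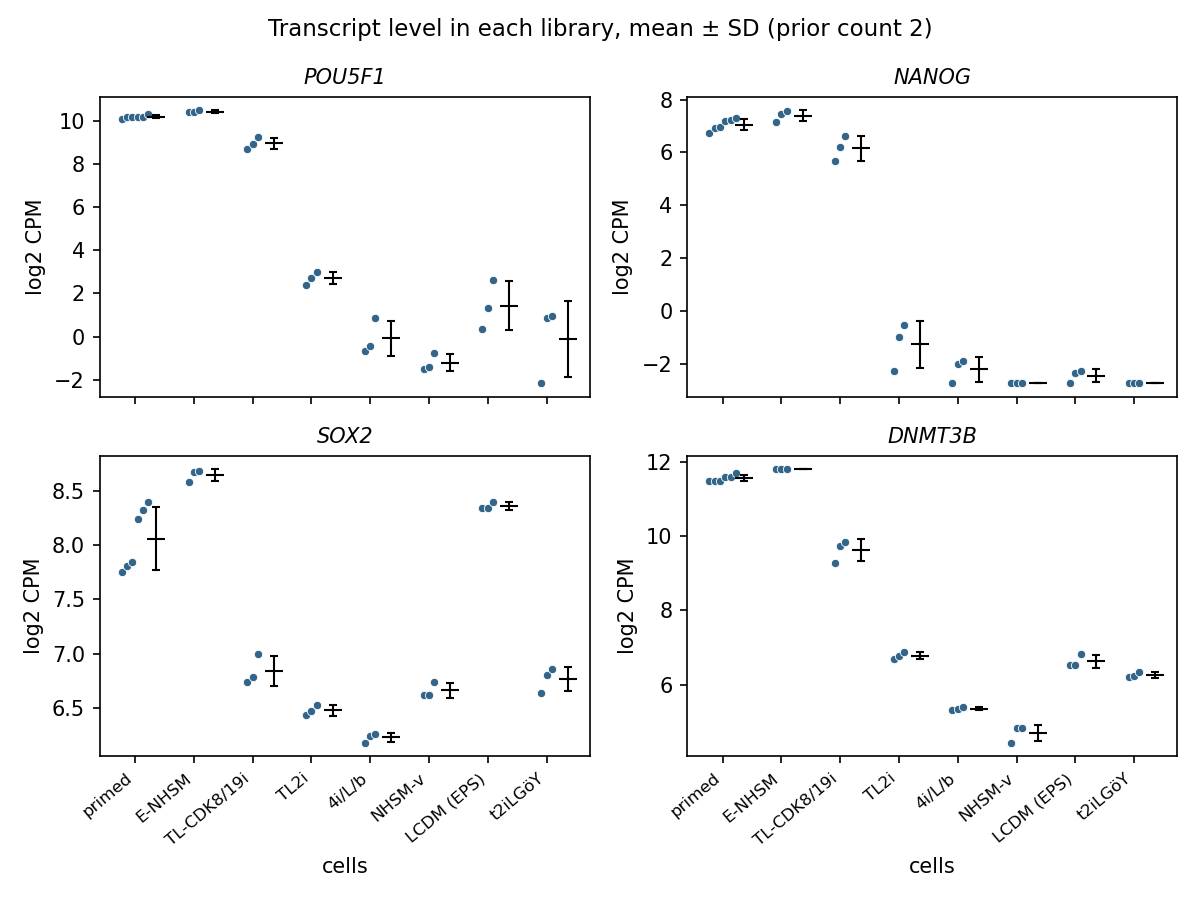
Transcript levels of POU5F1, NANOG, SOX2, and DNMT3B as log2 CPM (vertical axis, a log scale with a prior count of 2) in each library of the groups on the horizontal axis. Points are libraries, and the bar beside them is the mean ± SD. POU5F1 lies between 1100 and 1300 CPM in the primed libraries and under 10 CPM in all 15 libraries of the 5 protocols, and the lowest points of NANOG have 0 counts.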

### Premature Differentiation of Rhesus Naive PSCs after Injection into Rabbit Embryos

The ability of reprogrammed rhesus PSCs to colonize rabbit ICM/epiblast was tested. For this purpose, ten LyonES-tGFP-(S3) cells of each type (primed, NHSM-v, E-NHSM, LCDM [EPS], 4i/L/b, t2iLGöY, TL2i, and TL-CDK8/19i) were injected into rabbit morulas (E2). The embryos were subsequently cultured for 1–3 DIV in gradual medium and developed into early (E3), mid (E4), and late blastocysts (E5). There was no difference observed in the rate of development between control (uninjected) and injected embryos (not shown). In the first set of experiments, the fate of injected cells was monitored by two-photon microscopy for 48–72 h. Contrary to our observations with mESCs, rhesus PSCs did not actively proliferate in host embryos, and most of them did not incorporate into ICM/epiblast (Videos S2, S3, S4, and S5). GFP^+^ embryos and cell counts confirmed this finding: the number of embryos with GFP^+^ cells decreased with time in culture, ranging from 0% (E-NHSM) to 62% (t2iLGöY) at 3 DIV compared with 22%–96% at 1 DIV (Figure 3A; Table S1). In addition, the percentage of embryos with ≥4 GFP^+^ cells diminished in all experimental conditions tested, ranging from 0% (E-NHSM) to 24% (TL2i) at 3 DIV versus 0% (E-NHSM) to 79% (t2iLGöY) at 1 DIV (Figure 3B). These results indicate that rhesus PSCs failed to actively divide and/or were gradually eliminated during embryonic development, regardless of the reprogramming strategy used for conversion to the naive state. Despite the failure of the rhesus PSCs to thrive in a rabbit embryo environment, variations in the survival rate of GFP^+^ cells at 3 DIV were observed between reprogramming strategies. There were no GFP^+^ cells observed in embryos injected with either primed rhesus PSCs (0/90) or E-NHSM cells (0/71). In contrast, GFP^+^ cells were observed at varying frequencies using other reprogramming protocols. At 3 DIV, the highest rates were observed with TL2i (57%, n = 490), 4i/L/b (41%, n = 228), t2iLGöY (37%, n = 168), LCDM (26%, n = 335), and TL-CDK8/19i (20%, n = 260). TL2i was the only reprogramming method that returned more GFP^+^ cells at 2 DIV (58%, n = 145) and 3 DIV (57%, n = 204) compared with 1 DIV (44%, n = 141). These results suggested that TL2i cells have a slightly increased proliferative capacity compared with cells reprogrammed using other methods (Figure 3B).

**Figure 3:**
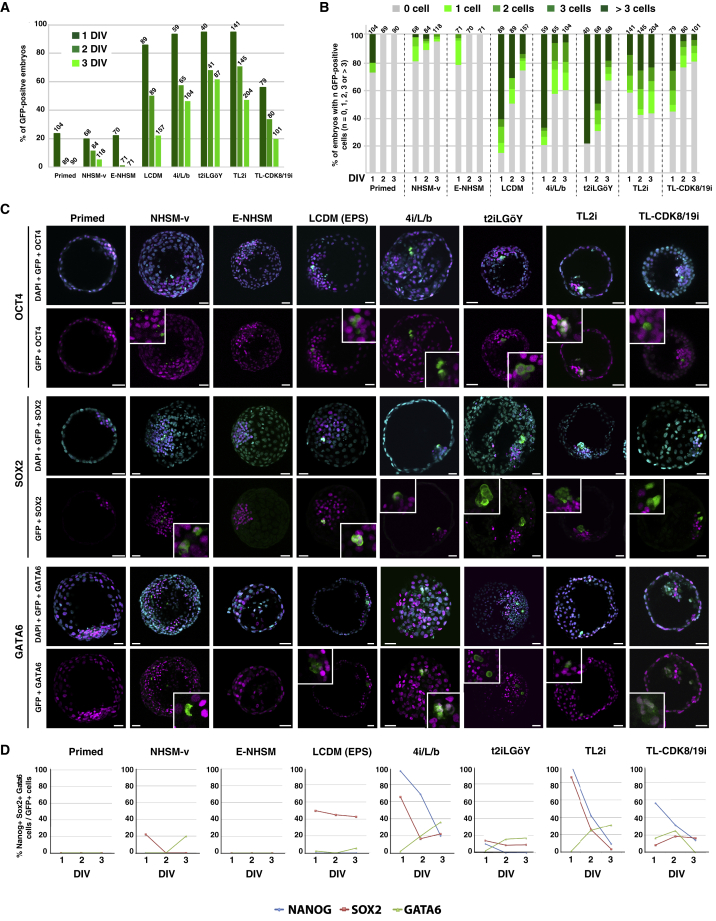
Colonization of Rabbit Embryos by Rhesus Naive PSCs (A) Percentage of rabbit embryos with GFP^+^ cells, 1–3 days (1–3 DIV) after injection of rhesus LyonES-tGFP-(S3) cells into morula-stage (E2) embryos, before (primed) and after reprogramming to the naive state (E-NHSM, NHSM-v, 4i/L/b, TL2i, t2iLGöY, LCDM (EPS), and TL-CDK8/19i) (n = 650 at 1 DIV; n = 664 at 2 DIV; n = 932 at 3 DIV). (B) Percentage of rabbit embryos with 0, 1, 2, 3, or >3 GFP^+^ cells 1–3 days (1–3 DIV) after injection of rhesus LyonES-tGFP-(S3) cells into morula-stage (E2) embryos (n = 650 at 1 DIV; n = 664 at 2 DIV; n = 932 at 3 DIV). (C) Immunostaining of GFP, OCT4, SOX2, and GATA6 in late blastocyst-stage (E5) rabbit embryos after microinjection of rhesus PSCs (confocal imaging). Scale bars, 50 μm. (D) Percentage of GFP^+^/NANOG^+^, GFP^+^/SOX2^+^, and GFP^+^/GATA6^+^ cells in rabbit embryos 1–3 days after injection of rhesus PSCs (n = 232).

Video S2. Two-Photon Microscopy Analysis of Rhesus 4i/L/b PSCs after Microinjection into a Rabbit Embryo (E2) and Follow-up for 48–72 h

Video S3. Two-Photon Microscopy Analysis of Rhesus t2iLGöY PSCs after Microinjection into a Rabbit Embryo (E2) and Follow-up for 48–72 h

Video S4. Two-Photon Microscopy Analysis of Rhesus TL2i PSCs after microinjection into a rabbit embryo (E2) and follow-up for 48–72 h

Video S5. Two-Photon Microscopy Analysis of Rhesus E-NHSM PSCs after Microinjection into a Rabbit Embryo (E2) and Follow-up for 48–72 h

We subsequently characterized the surviving rhesus PSCs. The chimeric embryos were immunostained with GFP, OCT4, SOX2, NANOG, and GATA6 antibodies at E3 (1 DIV, 335 embryos with GFP^+^ cells, n = 650), E4 (2 DIV, 202 embryos with GFP^+^ cells, n = 664), and E5 (3 DIV, 217 embryos with GFP^+^ cells, n = 932). GFP^+^/OCT4^+^ and GFP^+^/GATA6^+^ co-immunostaining was frequently observed in chimeric embryos at 3 DIV. In contrast, GFP^+^/SOX2^+^ cells were rarely observed (Figure 3C; Table S1). GFP^+^/SOX2^+^, GFP^+^/NANOG^+^, and GFP^+^/GATA6^+^ cells were counted in 754 positive embryos. A strong decrease in the rate of GFP^+^/SOX2^+^ and GFP^+^/NANOG^+^ cells and an increase in the rate of GFP^+^/GATA6^+^ cells were observed between 1 and 3 DIV with all reprogramming protocols (Figure 3D). These results strongly suggest that the vast majority of rhesus PSCs abolished the expression of pluripotency markers and committed prematurely to differentiation after injection into rabbit embryos. A similar result was observed when rabbit embryos injected with TL2i rhesus PSCs were cultured for 3 days in gradual medium supplemented with 250 nM tamoxifen (Figure S4A), indicating that the maintenance of high STAT3 activity is not sufficient to overcome the spontaneous differentiation that occurs during embryo colonization.

In previous experiments, we compared the colonization capabilities of mESCs and monkey PSCs using the same experimental paradigm, which included single-cell dissociation and embryo culture in 20% O_2_ concentration. Rabbit embryos are routinely cultured at atmospheric O_2_ concentration (Tapponnier et al., 2017). Thus, we compared the GFP^+^ cell colonization rates after culturing host embryos under normoxic (20% O_2_) and hypoxic (5% O_2_) conditions. Following injection of 10 rhesus TL2i cells, host embryos were cultured under conditions of 5% and 20% O_2_ concentration (number of embryos treated: 112 and 109, respectively). The rate of embryos containing GFP^+^ cells was lower at 1, 2, and 3 DIV after culture at 5% O_2_ concentration (Figure S4B). We also evaluated whether microinjection of cell clumps into rabbit embryos would improve the colonization capabilities compared with single-cell suspensions. The experiment was performed using rhesus TL2i cells. At both 1 and 2 DIV, the rate of GFP^+^ embryos obtained after injection of small aggregates of 10 cells was lower than that obtained after injection of the same number of isolated cells (1 DIV: 37% versus 53%, respectively; n = 76; 2 DIV: 19% versus 43%, respectively; n = 76; Figure S4C). In contrast, at 3 DIV, injection of aggregates of 10 cells yielded slightly better results than those recorded after injection of the same number of isolated cells (18.9% versus 6.25% of GFP^+^ embryos, respectively; n = 98). However, we did not observe an increase in the number of GFP^+^ cells in the positive embryos. Finally, we evaluated the efficacy of colonization after microinjection of ten cells into embryos at the morula stage (E2) compared with the blastocyst stage (E4) (Figure S4D). At 3 DIV, we observed lower levels of GFP^+^ embryos for TL2i cells (39% versus 6%) and 4i/L/b cells (29% versus 0%) after microinjection into blastocyst-stage embryos. On the basis of these additional experiments, we concluded that injection of embryos at the blastocyst stage, injection of cell clumps, and reduction of O_2_ concentration during embryo culture had no measurable effects on the rate of embryo colonization by rhesus PSCs.

Previous studies have shown that inhibiting apoptosis either by the addition of the ROCK inhibitor Y27632 (Kang et al., 2018), or by overexpression of the anti-apoptotic genes *BCL2* (Masaki et al., 2016) or BMI1 (Huang et al., 2018), enables primed PSCs to colonize host embryos. Therefore, in a final series of microinjections, we asked whether inhibition of apoptosis could improve the engraftment of naive PSCs into the host embryo. For this purpose, NHSM-v and t2iLGöY PSCs were treated with the ROCK inhibitor during dissociation and microinjection into the host embryos. The rates of embryos containing GFP^+^ cells were similar at all three time points analyzed (1, 2, and 3 DIV; Figure S4E). Thus, addition of ROCK inhibitor did not improve the rate of embryo colonization by rhesus naive PSCs.

### Colonization of Rabbit Pre-implantation Embryos by Human iPSCs

We subsequently investigated whether human naive PSCs exhibited a similar behavior to that of rhesus naive PSCs after injection into rabbit embryos. We tested the colonization capabilities of two human iPSC lines, cR-NCRM2 (Guo et al., 2017) and IR1.7 (Ng et al., 2012), after reprogramming with t2iLGöY (Guo et al., 2017) and TL2i protocols (Chen et al., 2015a), respectively. The cR-NCRM2-t2iLGöY cells express the naive pluripotency markers TFAP2C, KLF4, KLF17, transcription factor CP2-like 1 (TFCP2L1), and sushi domain containing 2 (SUSD2) (Bredenkamp et al., 2019) (Figure S4F). After injection into rabbit morulas, immunofluorescence was used for the detection of human nuclear antigen (HuN) to trace human cells in rabbit host embryos. On days 1, 2, and 3, 93% (n = 29), 65% (n = 31), and 33% (n = 130) of the embryos contained HuN^+^ cells in the ICM/epiblast, respectively (Figure 4C; Table S1). At 3 DIV, double immunofluorescence analysis revealed that 45% (n = 12), 17% (n = 13), and 32% (n = 6) of the embryos contained HuN^+^/SOX2^+^, HuN^+^/NANOG^+^, and HuN^+^/GATA6^+^ cells, respectively (Figures 4A and 4D). These rates are similar to those obtained previously using t2iLGöY rhesus PSCs (Figure 3B), suggesting extremely similar colonization capabilities for rhesus and human t2iLGöY cells. Chimeric embryos also contained HuN^+^/SOX17^+^ (50%, n = 30) and HuN^+^/T-BRA^+^ cells (36%, n = 30), but none of the embryos examined contained HuN^+^/NESTIN^+^ cells (n = 30), suggesting preferential differentiation toward mesodermal and endodermal lineages (Figures 4A and 4D). Similar results were obtained using naive IR1.7-TL2i cells. These cells have been described previously (Chen et al., 2015a) (Figure S4F). On days 1, 2, and 3, 85% (n = 39), 50% (n = 36), and 28% (n = 39) of embryos, respectively, contained HuN^+^ cells in the ICM/epiblast (Figure 4C and Table S1). At 3 DIV, chimeric embryos contained HuN^+^/SOX2^+^ (10%, n = 76), HuN^+^/GATA6^+^ (36%, n = 70), and HuN^+^/SOX17^+^ (86%, n = 30) cells (Figures 4B and 4D). None of the embryos examined contained HuN^+^/NANOG^+^ (n = 26), HuN^+^/T-BRA^+^ (n = 27), and HuN^+^/NESTIN^+^ (n = 30) cells. Considering all of the data obtained using both cR-NCRM2-t2iLGöY and IR1.7-TL2i cells, donor cells that colonized rabbit embryos expressed SOX2 (21%, n = 30), NANOG (8%, n = 5), GATA6 (32%, n = 33), SOX17 (58%, n = 35), and T-BRA (19%, n = 11) (Figure 4E). These results illustrated both a low rate of colonization by SOX2^+^/NANOG^+^/OCT4^+^ human naive PSCs at 3 DIV and premature differentiation of the donor cells to endodermal and mesodermal fates, thus confirming and extending the results obtained using rhesus naive PSCs.

**Figure 4:**
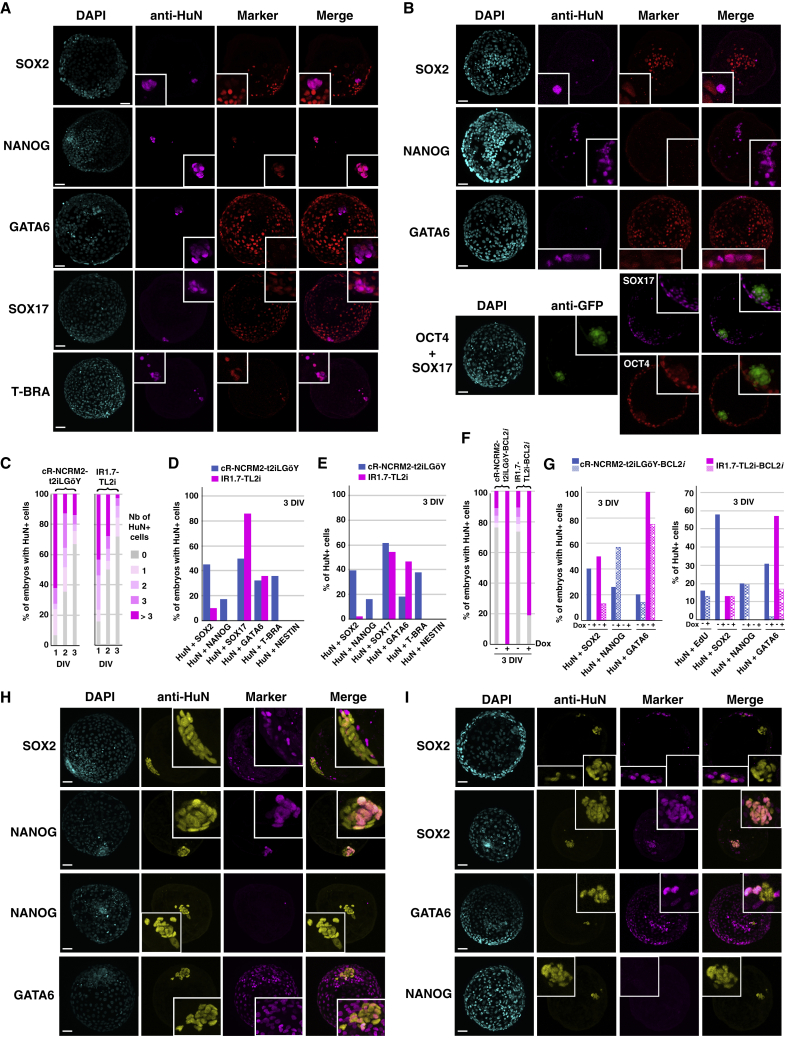
Colonization of Rabbit Embryos by Human Naive PSCs (A) Immunostaining of HuN, SOX2, NANOG, GATA6, SOX17, and T-BRA in late blastocyst-stage rabbit embryos (E5, 3 DIV) after microinjection of cR-NCRM2-t2iLGöY cells into morula-stage (E2) embryos (confocal imaging). Scale bars, 50 μm. (B) Immunostaining of HuN, SOX2, NANOG, GATA6, OCT4, and SOX17 in late blastocyst-stage rabbit embryos (E5, 3 DIV) after microinjection of IR7.1-TL2i cells into morula-stage (E2) embryos (confocal imaging). Scale bars, 50 μm. (C) Percentage of rabbit embryos with 0, 1, 2, 3, or >3 HuN^+^ cells at 1–3 days (1–3 DIV) after injection of cR-NCRM2-t2iLGöY (n = 191) and IR7.1-TL2i cells (n = 114). (D) Percentage of rabbit embryos with HuN^+^/SOX2^+^, HuN^+^/NANOG^+^, HuN^+^/GATA6^+^, HuN^+^/SOX17^+^, HuN^+^/T-BRA^+^, and HuN^+^/NESTIN^+^ cells at 3 DIV after injection of cR-NCRM2-t2iLGöY and IR7.1-TL2i cells. (E) Percentage of HuN^+^/SOX2^+^, HuN^+^/NANOG^+^, HuN^+^/OCT4^+^, HuN^+^/GATA6^+^, HuN^+^/SOX17^+^, HuN^+^/T-BRA^+^, and HuN^+^/NESTIN^+^ cells at 3 DIV after injection of cR-NCRM2-t2iLGöY and IR7.1-TL2i cells. (F) Percentage of rabbit embryos with 0, 1, 2, 3, or >3 HuN^+^ cells at 3 days (3 DIV) after injection of cR-NCRM2-t2iLGöY-BCL2*i* (+/− Dox) and IR7.1-TL2i-BCL2*i* cells (+/− Dox). (G) Left panel: percentage of rabbit embryos with HuN^+^/SOX2^+^, HuN^+^/NANOG^+^, and HuN^+^/GATA6^+^ cells at 3 DIV after injection of cR-NCRM2-t2iLGöY-BCL2*i* and IR7.1-TL2i-BCL2*i* cells (+/− Dox); right panel: percentage of HuN^+^/EdU^+^, HuN^+^/SOX2^+^, HuN^+^/NANOG^+^, and HuN^+^/GATA6^+^ cells at 3 DIV after injection of cR-NCRM2-t2iLGöY-BCL2*i* and IR7.1-TL2i-BCL2*i* cells (+/− Dox). (H) Immunostaining of HuN, SOX2, NANOG, and GATA6 in late blastocyst-stage rabbit embryos (E5, 3 DIV) after microinjection of cR-NCRM2-t2iLGöY-BCL2*i* cells into morula-stage (E2) embryos (confocal imaging). Scale bars, 50 μm. (I) Immunostaining of HuN, SOX2, NANOG, and GATA6 in late blastocyst-stage rabbit embryos (E5, 3 DIV) after microinjection of IR7.1-TL2i-BCL2*i* cells into morula-stage (E2) embryos (confocal imaging). Scale bars, 50 μm.

We then asked whether the inhibition of apoptosis via overexpression of the anti-apoptotic gene *BCL2* (Masaki et al., 2016) could improve the engraftment of human naive iPSCs and prevent their premature differentiation. Both cR-NCRM2-t2iLGöY and IR1.7-TL2i cells were transfected with doxycycline (Dox)-inducible human BCL2. Stable transfectants expressing BCL2 in response to Dox were selected in neomycin (hereafter called cR-NCRM2-t2iLGöY-BCL2*i* and IR1.7-TL2i-BCL2*i* cells; Figure S4G) and subsequently injected into rabbit morulas before culture for 3 DIV in Dox- or vehicle (control)-supplemented gradual medium. In Dox-supplemented medium, 100% (n = 82) and 81% (n = 76) of the embryos injected with cR-NCRM2-t2iLGöY-BCL2*i* and IR1.7-TL2i-BCL2*i* cells, respectively, exhibited the presence of HuN^+^ cells in the ICM/epiblast stage, whereas these rates were only 30% (n = 66, p < 0.001, χ^2^ test) and 34% (n = 77, p < 0.001, χ^2^ test), respectively, for control cells (Figure 4F and Table S1). Moreover, at 3 DIV, the Dox-induced embryos contained more HuN^+^ cells than the control embryos (−Dox: 3.3 ± 1.55 cells/embryo; +Dox: 18.7 ± 5.5 cells/embryo; p < 0.001, Student's t test; Figures 4H and 4I). These results strongly suggest that BCL2 overexpression prevents donor cell death after embryo injection. It should be noted that the percentage of EdU^+^ cells was not altered (−Dox: 16% [n = 20]; +Dox: 13% [n = 20]; p < 0.69, χ^2^ test; Figures 4G and S4H), indicating that BCL2 overexpression had no measurable effect on the mitotic index of the donor cells. The identity of the surviving HuN^+^ cells was subsequently analyzed via double immunofluorescence at 3 DIV. In the +Dox condition, most embryos contained HuN^+^/GATA6^+^ cells, suggesting that BCL2 overexpression does not alter the natural propensity of donor cells to differentiate after injection into host embryos (Figures 4G–4I). To eliminate the confounding effect of the higher HuN^+^ cell count observed in Dox-treated embryos, we counted the number of HuN^+^ cells expressing SOX2, NANOG, and GATA6 in both induced (+Dox; n = 144) and uninduced embryos (−Dox; n = 143). The proportions of HuN^+^/GATA6^+^ cells were strongly diminished after BCL2 induction (2% [n = 27] versus 31% [n = 20] for cR-NCRM2-t2iLGöY-BCL2*i* cells, p < 0.001, χ^2^ test; 17% [n = 25] versus 57% [n = 25] for IR1.7-TL2i-BCL2*i* cells, p < 0.001, χ^2^ test). However, the sharp decrease in the proportion of HuN^+^/GATA6^+^ cells was not associated with mirror increases in the proportions of HuN^+^/NANOG^+^ (19.5% [n = 27] versus 20% [n = 26] for cR-NCRM2-t2iLGöY-BCL2*i* cells; 0% [n = 52] for IR1.7-TL2i-BCL2*i* cells in both + Dox and −Dox conditions) and HuN^+^/SOX2^+^ cells (13% [n = 25] in both + Dox and −Dox conditions). On the contrary, it was strongly diminished in cR-NCRM2-t2iLGöY-BCL2*i* cells (0% [n = 28] versus 58% [n = 20], p < 0.001, χ^2^ test). Thus, BCL2 overexpression significantly increased the efficiency of embryo colonization by human naive PSCs. However, in most of the examined embryos, the vast majority of the donor cells failed to maintain the expression of pluripotency markers, and many of them remained unspecified or expressed GATA6.

### Colonization of Cynomolgus Monkey Pre-implantation Embryos by Rhesus PSCs and Human iPSCs

We questioned whether the low rate of proliferation and ICM/epiblast colonization of human TL2i and t2iLGöY cells after injection into rabbit morulas were due to the evolutionary distance between the two species. To answer this question, we injected human cR-NCRM2-t2iLGöY and IR1.7-TL2i cells, and rhesus TL2i cells, into cynomolgus monkey embryos. Ten cells of each were injected into embryos at the morula stage (E4). The embryos were subsequently cultured for 3 DIV in gradual medium and developed into mid/late (E7) blastocysts before being subjected to triple immunostaining for GFP, OCT4, and NANOG. Of the 29 cynomolgus embryos, 13% (n = 15) had incorporated human cR-NCRM2-t2iLGöY cells, for a total of 5 GFP^+^ cells (2 and 3 GFP^+^ cells/embryo), of which only 1 was both OCT4^+^ and NANOG^+^ (Figure 5A; Table S1); 29% (n = 7) of the cynomolgus embryos had incorporated human IR1.7-TL2i cells, for a total of 14 GFP^+^ cells (10 and 4 GFP^+^ cells/embryo), of which 2 were either OCT4^+^ or NANOG^+^ (Figure 5B; Table S1); and 29% (n = 7) of cynomolgus embryos had incorporated rhesus TL2i cells, for a total of 3 GFP^+^ cells (1 and 2 GFP^+^ cells/embryo), none of which were either OCT4^+^ or NANOG^+^ (Figure 5C; Table S1). These results indicate that human iPSCs (IR1.7-TL2i and cR-NCRM2-t2iLGöY) and rhesus monkey PSCs (LyonES-tGFP-(S3)-TL2i) show similar behaviors after injection into closely and distantly related embryos (cynomolgus and rabbit embryos, respectively).

**Figure 5:**
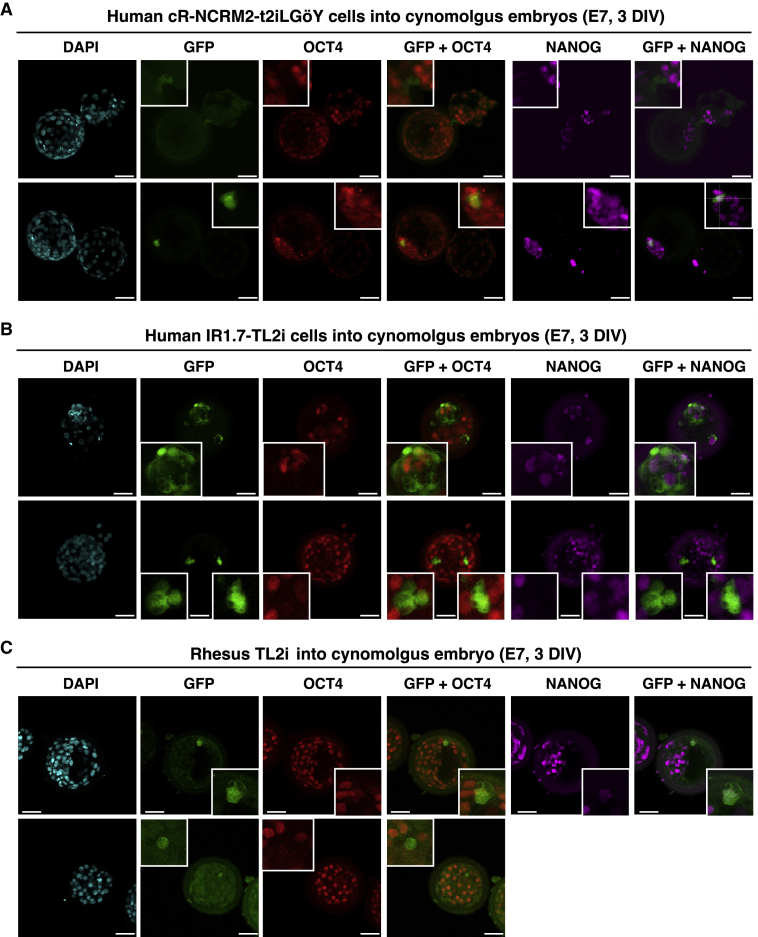
Colonization of Cynomolgus Monkey Embryos by Human iPSCs and Rhesus PSCs (A) Immunolabeling of GFP, OCT4, and NANOG in late blastocyst-stage cynomolgus embryos (E7) after microinjection of human cR-NCRM2-t2iLGöY cells. (B) Immunolabeling of GFP, OCT4, and NANOG in late blastocyst-stage cynomolgus embryos (E7) after microinjection of human IR7.1-TL2i cells. (C) Immunolabeling of GFP, OCT4, and NANOG in late blastocyst-stage cynomolgus embryos (E7) after microinjection of rhesus TL2i cells. (A–C) Confocal imaging. Scale bars, 50 μm.

### Contrasting Cell-Cycle Parameters of mESCs, and Rhesus and Human Naive PSCs

To understand why rhesus and human PSCs stop multiplying when injected into host embryos, we examined both the DNA replication and cell-cycle distribution. We started by examining the incorporation of EdU as a measure of the fraction of cells that replicate in the cell population (% EdU^+^). Measurements were performed in adherent cells (“Adh”), after single-cell dissociation with trypsin (“0h”), and after re-incubation for 1 h (“1h”) and 2 h (“2h,” human cells only) at 37°C in order to mimic the conditions encountered by the cells during injection into host embryos. mESCs incorporated EdU very rapidly (Figure 6A), consistent with previous results describing the high rate of 5-bromo-2-deoxyuridine incorporation in mESCs (Savatier et al., 1996). Single-cell dissociation did not alter the percentage of EdU^+^ mESCs (77% and 78% of EdU^+^ cells in Adh and 0h cells, respectively). It slightly decreased in 1h cells (48% of EdU^+^ cells); however, the rate of EdU incorporation remained unchanged. These observations suggest that DNA replication is not altered by the experimental setting in the vast majority of mESCs. Similar conclusions were made with mESCs cultured in 2i/LIF medium. However, it should be noted that the rate of EdU incorporation was lower under 2i/LIF culture conditions compared with that under serum/LIF conditions. This finding is consistent with those of a previous report showing that mESCs cultured in 2i/LIF exhibit a slower cell cycle compared with their serum/LIF counterparts (Ter Huurne et al., 2017).

**Figure 6:**
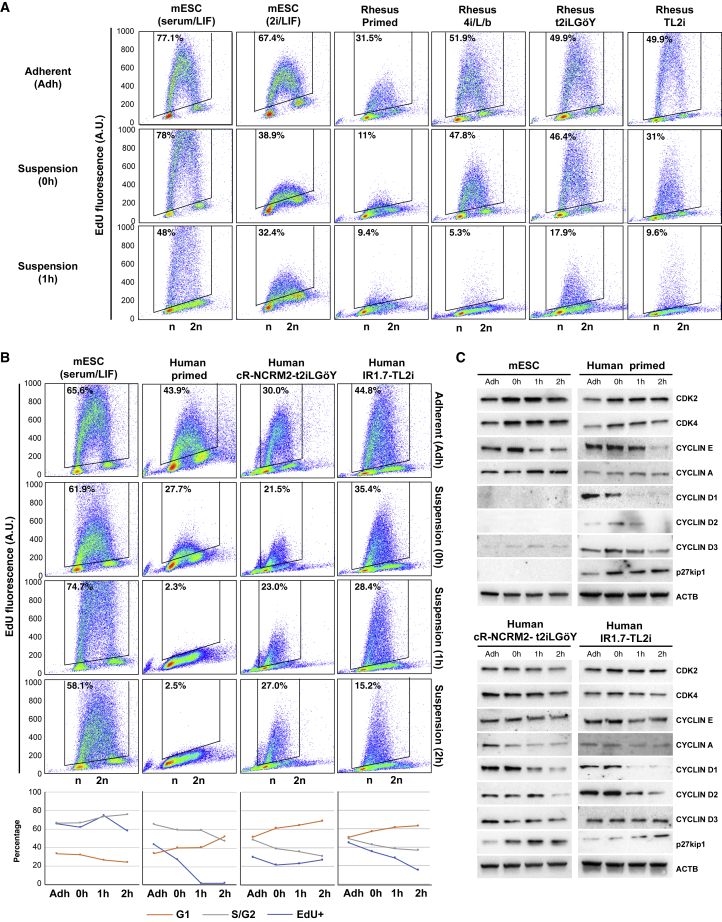
Cell-Cycle Parameters of Mouse ESCs, Rhesus PSCs, and Human iPSCs, before and after Reprogramming to Naive States (A) Flow cytometry analysis of EdU incorporation and propidium iodide (PI) staining of mESCs (serum/LIF and 2i/LIF) and rhesus PSCs (primed, 4i/L/b, TL2i, and t2iLGöY) in Adh, 0h, and 1h conditions. Numbers indicate percentages of EdU^+^ cells. (B) Flow cytometry analysis of EdU incorporation and PI staining of mESCs (serum/LIF) and human iPSCs (primed, cR-NCRM2-t2iLGöY and IR7.1-TL2i) in Adh, 0h, 1h, and 2h conditions. Numbers indicate percentages of EdU^+^ cells. Histograms show the cell-cycle distribution (% EdU^+^, G1, and S/G2 cells). (C) Western blot analysis of cell-cycle regulators in mESCs (serum/LIF) and human iPSCs (primed, cR-NCRM2-t2iLGöY and IR1.7-TL2i) in Adh, 0h, 1h, and 2h conditions (results of three experiments).

The pattern of EdU incorporation in primed LyonES-tGFP-(S3) cells was markedly different. The percentage of EdU^+^ cells and the incorporation rate were significantly reduced in Adh cells compared with those measured in mESCs (Figure 6A). They were further reduced in 0h and 1h cells. In 1h cells, DNA replication was almost completely abolished. This reveals the inherent failure of primed LyonES-tGFP-(S3) cells to sustain cell-cycle progression following single-cell dissociation. Interestingly, reprogramming primed LyonES-tGFP-(S3) cells with 4i/L/b, TL2i, and t2iLGöY protocols significantly increased the percentage of EdU^+^ cells, consistent with a previous report indicating that resetting naive-like features accelerated the cell cycle of human PSCs (Chen et al., 2015a). However, unlike mESCs, rhesus naive 4i/L/b, TL2i, and t2iLGöY cells slowed DNA replication after dissociation, demonstrated by a significant reduction of EdU incorporation in both 0h and 1h cells. In 1h cells, only 6%, 10%, and 18% of the 4i/L/b, TL2i, and t2iLGöY cells, respectively, incorporated EdU (compared with 48% of mESCs under the same experimental conditions). Furthermore, the incorporation rate was considerably reduced as compared with Adh 4i/L/b, TL2i, and t2iLGöY cells and 1h control mESCs. Overall, these results indicate that rhesus naive PSCs, unlike mESCs, fail to maintain active DNA replication in this experimental setting. In addition, the cell-cycle distribution of the 1h samples showed a slight increase in the proportion of cells in the G1 phase at the expense of cells in the G2 phase in rhesus primed, 4i/L/b, TL2i, and t2iLGöY cells, suggesting that some cells have already undergone growth arrest in G1 phase. This alteration was not observed in mESCs (Figure S5A). Taken together, these results indicate that the vast majority of naive rhesus cells are markedly slowed in their mitotic cycle at the time they are injected into host embryos, or shortly after.

Similar results were obtained using human IR1.7-TL2i and cR-NCRM2-t2iLGöY cells in the Adh, 0h, and 1h conditions. A 2h condition (i.e., culture in suspension for 2 h) was added to the experimental scheme. The percentage of EdU^+^ cells was reduced under the 0h, 1h, and 2h cells compared with the findings in Adh cells (Figure 6B). In 2h cells, only 15.2% of the IR1.7-TL2i cells incorporated EdU (compared with 43.8% in Adh IR1.7-TL2i cells, 2.5% in primed cells, and 58.1% in 2h mESCs). The impact of suspension culture was less pronounced in human cR-NCRM2-t2iLGöY cells. However, the rate of EdU incorporation was significantly lower in cR-NCRM2-t2iLGöY cells than in IR1.7-TL2i cells. Interestingly, human cR-NCRM2-t2iLGöY cells exhibited a unique pattern of EdU incorporation, in which the percentage of EdU^+^ cells was higher at 2h (27%) than at 0h (21.5%). This observation suggests that some cells in the human cR-NCRM2-t2iLGöY population may have the capacity to recover from the deleterious effects of single-cell dissociation and gradually re-engage in the mitotic cycle. This phenomenon was not observed in any other cell lines. We also analyzed the cell-cycle distribution (Figures 6B and S5B). In all human cells (primed, IR1.7-TL2i and cR-NCRM2-t2iLGöY), the cell-cycle distribution of the 2h samples exhibited an increased proportion of cells in G1 phase at the expense of cells in S and G2 phases, suggesting that some cells have already undergone growth arrest in G1 phase. This alteration was not observed in mESCs, further indicating that only mESCs retain the capacity to actively divide in non-adherent culture conditions.

To understand why the mitotic cycle is slowed in human naive PSCs after single-cell dissociation, we studied the expression of cell-cycle regulators, including CDK2, CDK4, CYCLIN D1, D2, D3, E, and A, and the CDK inhibitor p27^Kip1^ (Figures 6C and S5C). No differences of CDK2 and CDK4 levels were observed among Adh, 0h, 1h, and 2h samples in all cell types analyzed. In mESCs, the levels of CYCLIN E and A were increased. CYCLIN D1, CYCLIN D2, and p27^Kip1^ were not expressed as reported previously (Savatier et al., 1996) (Stead et al., 2002). In human primed PSCs, the expression of CYCLIN D1, D2, and D3 was decreased and that of p27^Kip1^ was increased after dissociation and suspension culture. In cR-NCRM2-t2iLGöY cells, the expression of CYCLIN D1, D2, D3, and A was decreased, and that of p27^Kip1^ was increased. In IR1.7-TL2i cells, the expression of CYCLIN D2 and A was decreased, and that of p27^Kip1^ was increased. Therefore, single-cell dissociation followed by suspension culture triggers opposite responses in mESCs and human naive PSCs. In mESCs, it activates the expression of positive regulators of the mitotic cycle, whereas in human naive PSCs it reduces their levels, and concomitantly increases that of a negative regulator. These results are consistent with the results of EdU incorporation and cytometry analyses, revealing cell-cycle delay, and possibly growth arrest in G1 phase.

### Rhesus PSCs Stall in the G1 Phase after Transfer into Rabbit Embryos

We observed that mESCs continue to actively replicate their DNA after injection into rabbit embryos (Figure 1C). Therefore, we investigated whether naive rhesus cells that survive injection and successfully colonize the ICM/epiblast retain a high proliferative capacity. For this purpose, ten rhesus TL2i cells were injected into rabbit embryos at the morula stage. The embryos were subsequently cultured for 1 and 2 DIV before pulse labeling with EdU. At 1 DIV, seven embryos had GFP^+^ cells in the ICM/epiblast (37%, n = 19) for a total of 29 GFP^+^ cells. Triple immunostaining for GFP, SOX2, and EdU showed that 24 (82%) of these 29 GFP^+^ cells expressed SOX2, of which only four had incorporated EdU (Figure S6). At 2 DIV, nine embryos had GFP^+^ cells in the ICM/epiblast (60%, n = 15) for a total of 61 GFP^+^ cells. Of these 61 GFP^+^ cells, 44 (72%) expressed SOX2, and 1 incorporated EdU (2%). These results reveal that the rhesus naive cells that survived and colonized the rabbit embryos retarded their DNA replication and potentially underwent growth arrest.

To obtain further insight into the cell cycle of the mESCs and rhesus 4i/L/b, TL2i, and t2iLGöY naive PSCs after injection into rabbit embryos, we generated cell lines expressing the FUCCI(CA) reporter system (Sakaue-Sawano et al., 2017). The mESCs expressing *PB-Puro*^*R*^*- CAG-mVenus:hGeminin-IRES-mCherry:hCdt1*, hereinafter referred to as mESC-FUCCI(CA), exhibited a cell-cycle distribution typical of mESCs (18%, 69%, and 11% of cells in G1, S, and G2 phases, respectively; Figures S7A and S7B). On the other hand, rhesus PSC-FUCCI(CA) cells exhibited an extended G1 phase relative to other cell-cycle phases (43%, 36%, and 13% of the cells in G1, S, and G2 phases, respectively) (Figures S7C and S7D). After injection into rabbit embryos, mESC-FUCCI(CA) cells proliferated actively during the 3 DIV, as shown by the expansion of the mVENUS^+^ cell population identified through immunostaining with an anti-mVENUS antibody (green) in 100% of the embryos (Figures 7A and 7B). Even after 3 DIV, mCHERRY^+^ cells (red), identified using an anti-mCHERRY antibody, and mVENUS^+^/mCHERRY^+^ cells (yellow), were proportionally less numerous, indicating that only rare mESCs were in G1 and G2 phases, respectively. In addition, at all time points analyzed, there were no embryos containing only mCHERRY^+^ (red) cells (n = 27) (Figure 7B). These results indicate that mESCs continue to proliferate actively for at least 3 days after injection into host embryos, in line with the EdU incorporation data.

**Figure 7:**
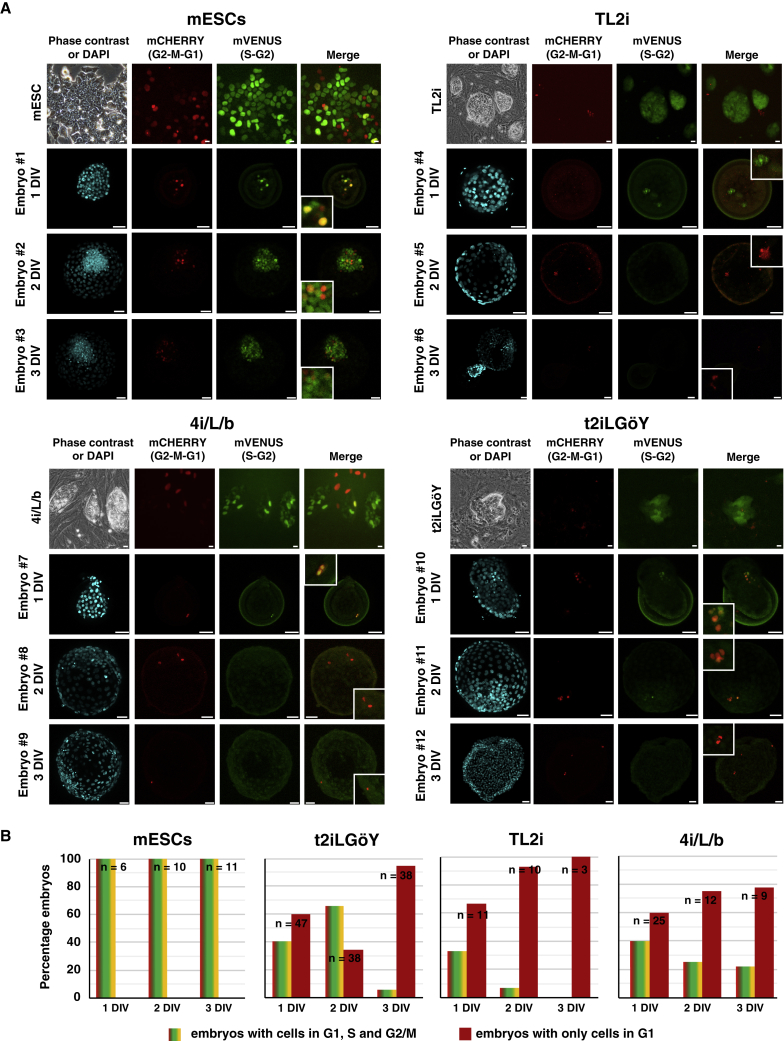
Cell-Cycle Distribution of Mouse and Rhesus PSCs after Injection into Rabbit Embryos (A) Phase contrast and epifluorescence imaging of mouse ESCs and rhesus TL2i, 4i/L/b, and t2iLGöY PSCs expressing the FUCCI(CA) cell-cycle reporter system. Immunostaining of mVenus and mCherry in rabbit embryos 1–3 days (1–3 DIV) after microinjection of FUCCI(CA) mouse and rhesus PSCs into morula-stage (E2) embryos (confocal imaging). Scale bars, 50 μm. (B) Histogram of the percentage of rabbit embryos having cells in G1, S, and G2 phases of the cell cycle at 1, 2, and 3 DIV (n = 220).

On the other hand, the cell-cycle distribution of rhesus PSC-FUCCI(CA) cells after injection into rabbit embryos was clearly different, regardless of the method used (4i/L/b, TL2i, and t2iLGöY) for reprogramming to the naive state. At 1 DIV, the majority of embryos contained only mCHERRY^+^ (red) cells (t2iLGöY, 60%, n = 47; TL2i, 68%, n = 11; 4i/L/b, 60%, n = 25). The remaining embryos contained both mVENUS^+^ (green) and mVENUS^+^/mCHERRY^+^ (yellow) cells in addition to mCHERRY^+^ (red) cells. In embryos injected with TL2i and 4i/L/b cells, the rate of embryos containing only mCHERRY^+^ (red) cells increased over time in culture, reaching 78% (n = 9) and 100% (n = 3) with 4i/L/b and TL2i cells, respectively, at 3 DIV (Figure 7B). In embryos injected with t2iLGöY cells, the proportion of embryos containing only mCHERRY^+^ (red) cells first decreased at 2 DIV (35%, n = 36) and subsequently increased at 3 DIV (95%, n = 35) (Figure 7B). These results indicate that most naive rhesus PSC-FUCCI(CA) cells accumulate in the G1 phase of the cell cycle after injection into rabbit embryos.

## Discussion

In our study, we aimed to understand why human naive PSCs failed to colonize mouse and pig embryos (Masaki et al., 2015; Theunissen et al., 2016; Wu et al., 2017), despite exhibiting characteristic features of naive pluripotency as primarily defined in rodents. Our main conclusion is that human and NHP naive PSCs are inherently unfit to remain mitotically active during embryo colonization and therefore differentiate prematurely.

The first question we addressed was whether or not host embryos are permissive to colonization by naive PSCs. To answer this question, we injected mouse ESCs into rabbit and cynomolgus embryos and showed that they continue to express pluripotency markers, they remain mitotically active for at least 3 DIV, and they contributed to the expansion of the host epiblast. Some of them contributed to the formation of the neural tube in rabbit post-implantation embryos. We conclude that the ICM and epiblast of rabbit and cynomolgus embryos are permissive to colonization by bona fide naive PSCs. These results may seem to contradict those of Wu et al. (2017), who injected mouse ESCs into pig embryos and observed no chimerism at days 21–28 of gestation. Differentiated cells derived from mouse ESCs are likely to disappear from the chimera through cell competition in later stages of development; however, this should not obscure the fact that the mouse ESCs are initially capable of colonizing pre-implantation embryos very efficiently.

In sharp contrast with mESCs, none of the naive rhesus and human PSCs tested in the same experimental paradigm is capable of massively colonizing the ICM and epiblast of the host, whether rabbit or cynomolgus monkey embryos. Some cells retaining the expression of pluripotency markers were observed at 3 DIV in rabbit embryos after injection of LCDM (EPS) (9% of total embryos), 4i/L/b (2% of total embryos), TL2i (5% of total embryos), TL-CDK8/19i (2% of total embryos), and t2iLGöY PSCs (3% of total embryos) (Table S1). In these 234 chimeric embryos, the total number of GFP^+^ cells expressing pluripotency markers after 3 DIV was 3.26 ± 1.27, when 10 cells were injected at the morula stage. The other cells differentiated prematurely. In contrast, up to 40 GFP^+^/NANOG^+^ and 36 GFP^+^/SOX2^+^ cells/embryo were observed following injection of 10 mESCs into rabbit morulas after the same period of culture. Similarly, up to 23 GFP^+^/SOX2^+^ cells/embryo were observed after injection of mESC-2i/LIF cells. These results illustrate the striking difference observed between mouse ESCs and primate naive PSCs in the stability of pluripotency gene expression after injection into host embryos. As a result, none of the protocols tested confer an embryo colonization competence to primate naive PSCs similar to that of mESCs. It should be noted, however, that the different protocols tested for reprogramming human and NHP PSCs did not yield identical results. We were unable to generate undeniable chimeric blastocysts with the E-NHSM and NHSM-v protocols. This result is in contradiction with a previous publication reporting efficient colonization of cynomolgus monkey embryos by PSCs reprogrammed using the NHSM-v protocol (Chen et al., 2015b). This difference can be explained by the immunodetection of GFP^+^ cells in the developing embryos, which eliminates the confounding effect of autofluorescence due to dying and necrotic cells. We did not observe significant differences in the rate of colonization by GFP^+^/NANOG^+^, GFP^+^/OCT4^+^, and SOX2^+^/GFP^+^ cells between the other five reprogramming protocols. We do not rule out the possibility that some of these protocols may be more effective than others in generating cells capable of colonization. However, the number of unquestionable chimeric blastocysts obtained with each of these protocols was insufficient to conclude about significant differences.

After injection into rabbit and macaque monkey morulas, most rhesus and human naive PSCs undergo cell death. We showed that the few cells that survive after 3 DIV stall in the G1 phase and commit to differentiation, demonstrated by the loss of pluripotency markers (OCT4, SOX2, and NANOG) and the activation of differentiation markers (GATA6, SOX17, and T-BRA). Cell death can be prevented by overexpressing BCL2, leading to an apparent increase in the rate of colonization by donor cells. However, the proportion of pluripotent cells remains globally unchanged, indicating that the prevention of cell death does not prevent the premature differentiation observed with *BCL2* transgene expression-negative cells. The behavior of primate naive PSCs is in sharp contrast with that of mESCs, which continue to actively proliferate after injection into host embryos. These results reveal the inability of human and rhesus monkey naive PSCs to remain mitotically active in an unfavorable environment and question their very nature. Despite requiring complex culture media, human and NHP naive PSCs self-renew in a more precarious equilibrium than mESCs. This suggests a much higher sensitivity to alterations of their local environment, possibly explaining the poor performance of human and rhesus monkey naive PSCs in colonizing the epiblast of host embryos. As a matter of fact, disruption of the human and rhesus PSC cell cycle is already demonstrated immediately after the colony dissociation (i.e., before embryo injection) where most naive PSCs cells undergo a drastic slowdown in DNA replication. Mitotic arrest is associated with downregulation of CYCLIN expression and an upregulation of p27^Kip1^ expression. We speculate that only few cells retain the capacity to actively divide and re-enter the next division cycle when introduced into the embryo environment.

In the prospect of generating interspecies chimeras, an equally important issue is the influence of the host species on the rate of colonization. Rhesus and human PSCs (TL2i and t2iLGöY reprogramming protocols) did not show a marked difference in survival rate and stability of pluripotency gene expression after injection into rabbit and cynomolgus embryos. Similarly, mouse ESCs were able to colonize both rabbit and cynomolgus embryos with high efficiency. This suggests that the rabbit embryo is a valuable model system for exploring further improvements.

## Experimental Procedures

### Cell Lines, Media Composition, and Culture

Primed-to-naive conversion was performed using previously described protocols, including E-NHSM (https://hannalabweb.weizmann.ac.il) (Gafni et al., 2013), NHSM-v (Chen et al., 2015b), 4i/L/b (Fang et al., 2014), 5iL/A (Theunissen et al., 2014), t2iLGöY (Guo et al., 2017), TL2i (Chen et al., 2015a), TL-CDK8/19i (modified from Lynch et al., 2020), and LCDM (EPS) (Yang et al., 2017a). Detailed protocols are provided in the Supplemental Experimental Procedure.

## Ethics

All procedures in macaque monkeys were approved by the French ethics committee CELYNE (approval no.: APAFIS#4858). All animal procedures in rabbits were approved by the French ethics committee CELYNE (APAFIS#6438). Chimera experiments involving human iPSCs were approved by the INSERM ethics committee.

### RNA Sequencing

RNA from cell lines was extracted and libraries were prepared using 200 ng of RNA with the NextFlex Rapid Directional mRNA-Seq kit (Bioo-Scientific). Samples were sequenced on a NextSeq500 sequencing machine (Illumina) as single reads of 75 bp. Detailed protocols are provided in Supplemental Experimental Procedure.

### Data and Code Availability

The RNA sequencing datasets generated during this study are available under GEO accession number GSE146178.

## Author Contributions

I.A., C.R., A.M., E.M., V.C., A.B.-M., N.D., F.W., P.-Y.B., and M.A. performed cell and embryo cultures and cell characterizations. M.D. and T.J. performed animal surgery. G.M., C.M., and O.R. performed bioinformatic analyses. C.L., M.S., and C.D. shared unpublished expertise. I.A. and P.S. analyzed the data and wrote the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

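The data were bulk RNA-seq libraries of rhesus PSCs, 6 of primed cells and 3 of cells reprogrammed with each of E-NHSM, NHSM-v, 4i/L/b, TL2i, t2iLGöY, LCDM (EPS), and TL-CDK8/19i. The authors prepared directional mRNA libraries, sequenced single reads, and deposited raw counts per gene symbol, 1 column per library and no pooling. The aligner, the counting tool, the genome build, and the annotation are not named in the paper's text, which refers to Supplemental Experimental Procedures that were not analysed here, so the effect of these steps on the deposited counts, such as the handling of reads shared between genes or of reads from mouse feeder cells, could not be examined. All 27 columns were assigned to a group by their names, and 0 columns of per-sample values were left over. The columns of the 7 protocols match single samples. Those of primed cells show the group only. They carry 2 letters, with 3 libraries each, and the labels give 2 sets, whose numbers disagree between title and protocol label for 2 libraries. The letters were not assigned to the sets.

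From the counts, R 4.3.3 with edgeR 4.0.16 and limma 3.58.1 computed TMM normalization, CPM, and the quasi-likelihood test. Each comparison was fitted on the libraries of its own groups, without a block, on the genes kept by edgeR's filterByExpr, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. The average of NHSM-v, 4i/L/b, TL2i, t2iLGöY, and LCDM (EPS) against primed cells was a contrast of group means. The standard error of a log2 fold change was taken from the fold change and its F statistic. Principal components used log2 CPM with a prior count of 2 over the 500 genes of highest variance, centred and not scaled, and clustering used average linkage on Euclidean distance over the same genes, with 2 clusters. The position of a library is its distance from the primed mean divided by that of the mean of the 5 protocols, and positions were compared by two-sided exact permutation tests. Gene lists were tested by camera with an inter-gene correlation of 0.01, and by fry and an estimated correlation as alternatives. The 12 lists hold naive-state, primed-state, MEK target, Wnt target, STAT3 target, neural, endoderm, mesoderm, trophoblast, fibroblast, DNA methylation, and apoptosis genes. Of the 168 symbols of these lists, of the genes the paper names, and of X inactivation taken together, 163 were found in the count tables. XIST was not analysed here.

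Total counts per library ranged from 7111886 to 20760914, with a median of 12201171. A group was taken as at or under the floor for a gene when each of its libraries held 3 counts or fewer, and fold changes against such a group are given as bounds. Individual genes were chosen by a rule written before the data were examined. It takes the genes the paper names, those of the DNA methylation list, the 3 genes that rose and the 3 that fell most in the average of the 5 protocols, with a mean log2 CPM of at least 3 and an adjusted p under 0.05 in the same direction in each protocol, the 2 that rose and the 2 that fell most between TL-CDK8/19i and TL2i cells, and the genes of Table S2 that moved against their listed direction. Other list members are named only to describe a list.

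The procedure was tested on simulated counts with the means and library sizes of the real data, 6 libraries against 3, in which 200 genes were changed. In the real comparisons of the 5 protocols, 50.7% to 58.6% of the genes tested were changed. Normalization under so broad a change was therefore not tested. Genes were simulated independently, so the preset correlation of camera was not tested either. With 12818 genes tested, edgeR recovered 92% of the genes changed by 2 on the log2 scale and 73% of those changed by 1, and 6.25% of its calls were unchanged genes. The median estimate for a true value of 2 was 2.04. With 3 libraries against 3, 84% of the genes changed by 2 were recovered, over 12481 genes. With DESeq2, 95% were recovered, and 17.5% of the calls were unchanged genes. Camera called a list that was set to shift and did not call one that was not, over 12820 genes. Libraries placed at 0.4 of the axis on the log2 CPM scale, with noise added, were recovered at 0.4, over 14752 genes. This follows from how the axis is drawn, so it checks the arithmetic only.

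The alternatives were DESeq2 1.42.0 with its size factors and Wald test, upper-quartile normalization, no filter on low counts, at least 10 counts in every library, a minimum of 1 on the absolute log2 fold change, all 8 groups in one fit, each library left out in turn, and, for the principal components, positions, and clustering, 1000 genes or all genes kept, DESeq2's variance stabilizing transformation, scaled genes, a prior count of 0.5, complete or Ward linkage, and Spearman correlation. They were set before the data were examined. Use of the primed columns of letter J only or K only, and the comparison between them, were added after seeing the data, in place of the sets of the labels. Also set after seeing the data were the jackknife spread against which shares of variance were judged, the rule that judges positions by their tests, the choice of 8 marker genes for which every protocol's fold change was recomputed under the alternatives, and the lists of 9 pluripotency genes and of 37 zinc-finger genes of clusters expanded in primates. The single-cell data of the cynomolgus epiblast, the immunostaining, the luciferase assays, and the embryo injections were not analysed here.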

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

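The tests of explanations in this part were chosen after the results were seen, apart from the gene lists themselves and the splits of the libraries.

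A total of 57 measures were examined for a primed library far from the other 5, and 5 stood out, where chance gives about 1 in 20. Primed replicate J3 lay at -0.102 on the axis from primed cells to the mean of the 5 protocols, and the other primed libraries between 0.00682 and 0.04. J3 has the fewest counts of all 27 libraries. Low depth argues for such a gap only if libraries of that depth scatter as widely. With the other 5 primed libraries thinned at random to the reads of J3, its gap to the next library was 0.79 of the range, against 0.766 as deposited, both above Dixon's critical value for 6 libraries, so depth alone does not account for it. A first test had asked only whether J3 had the fewest counts, which left the question open, and the thinning replaced it after that was seen. Without J3, E-NHSM cells moved on the first principal component from -0.0137 to -0.0307. The other 4 are single transcripts of low abundance. SOX17 had a log2 CPM of 1.40 in J2 and at most -2.09 in the others, SUSD2 had -2.74 in J1 and at least 0.30 in the others, ALDH1A1 had -0.14 in J2 and -2.74 in the others, and LMX1A had 0.57 in K3 and at most -1.93 in the others. They were found in 3 different libraries, with at most 23 counts behind the SOX17, ALDH1A1, and LMX1A values. No biological explanation was tested for any of the 5, since nothing in the labels sets one primed library apart.

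Neural genes, whose transcripts the paper does not discuss for these cultures, were higher than in primed cells in 6 of the 7 protocols. The medians of their log2 fold changes, with genes at the floor held at their bounds, were 6.60 in LCDM (EPS), 5.79 in t2iLGöY, 4.87 in NHSM-v, 4.24 in 4i/L/b, 3.57 in TL2i, and 3.05 in TL-CDK8/19i cells. Each call held under fry and under an estimated correlation. A few genes do not carry the result. Of the 18 listed genes, 18 were called higher in LCDM (EPS) and 17 in t2iLGöY cells, and 8 of 12 tested in TL-CDK8/19i cells. Primed cells express 5 of the 18 at 5 CPM or more, and 6 are also in Table S2, which was drawn from these libraries. A biological explanation, that the reprogramming conditions brought cells toward a neural fate, remains open and was tested only in part, through the loss of POU5F1 described under the other observations.

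Wnt target genes were higher in the same 6 protocols, with medians of 4.95 in TL2i, 4.74 in 4i/L/b, 4.32 in NHSM-v, 2.59 in TL-CDK8/19i, 2.38 in LCDM (EPS), and 2.07 in t2iLGöY cells. The call for LCDM (EPS) did not hold under an estimated correlation. By the paper's account TL2i contains a GSK3β inhibitor, which activates Wnt signalling, and TL-CDK8/19i does not, yet the list was higher in both. Directly between TL-CDK8/19i and TL2i cells the median was -0.90, with an adjusted p of 9.8e-05 by camera and 0.072 with an estimated correlation. The list shares no gene with the others, 3 of its genes are in Table S2, and primed cells express 4 of its 11 genes in the count tables at 5 CPM or more. No technical explanation was tested for it, and what raised it in TL-CDK8/19i cells is open.

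Fibroblast genes were higher in 4 protocols, with medians of 2.82 in 4i/L/b, 2.28 in NHSM-v, 2.28 in TL-CDK8/19i, and 1.49 in TL2i cells, the last not held under an estimated correlation. They were lower in E-NHSM, at -1.73, and in LCDM (EPS), at -1.04, the latter also not held under an estimated correlation, and were not called in t2iLGöY cells. Primed cells express 14 of the 17 genes in the count tables at 5 CPM or more. Rhesus fibroblasts carried in the cultures would bring their abundant transcripts together. COL1A1 rose from 1290 CPM in primed cells to 9230 in 4i/L/b, 7380 in TL-CDK8/19i, 6370 in NHSM-v, and 2410 in TL2i, and FN1 from 1260 to 8920, 4670, 8570, and 6880. DCN and LUM, 2 abundant fibroblast transcripts, reached only 41.3 and 46.7 CPM in 4i/L/b, their highest levels. Over the 4 protocols, the larger rise of these 2 was at most 1.01% of the rise of COL1A1, which argues against rhesus fibroblasts as the source. For mouse feeder cells this measure cannot decide, because how their reads were counted could not be examined. This measure was set after the levels of DCN and COL1A1 were seen, and a first reading of those levels had left the question open. A change of state within the cultured cells remains open, as do reads from mouse feeder cells. For the 13 primate zinc-finger genes described under the other observations, the median log2 fold change was -0.83 in TL-CDK8/19i and -0.42 in NHSM-v cells. It was -0.405 in 4i/L/b and 0.0739 in TL2i cells.

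Trophoblast genes were higher in TL2i (3.13) and TL-CDK8/19i cells (2.55), both by camera and fry and neither under an estimated correlation. Only 5 of the 7 genes tested in TL2i and 3 of the 6 in TL-CDK8/19i were called higher, and primed cells express 1 of the 10 in the count tables at 5 CPM or more. Both protocols use STAT3-ER T2, and no explanation was tested.

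Other splits of the same libraries show how many genes are called when the libraries are regrouped. A real difference between groups raises the spread within mixed splits, so their counts are not those of unchanged libraries. For each of the 7 protocols against primed cells, 1 of the 84 splits into 3 and 6 libraries, the real one, gave as many genes. The next largest count was 90 for E-NHSM and between 2 and 18 for the others. For the average of the 5 protocols, it was 1 of 100 splits, 99 of them drawn at random, with 1892 genes in the next. For TL-CDK8/19i against TL2i cells and for primed columns K against J, it was 1 of 10, with 0 genes in every other split. With 10 splits the share cannot fall under 0.1, so the share alone decides neither. Between TL-CDK8/19i and TL2i cells the real split gave 8906 genes. On the axis, which TL2i helps to define as 1 of the 5 protocols, TL-CDK8/19i libraries lay from 0.469 to 0.561 and TL2i libraries from 0.855 to 0.886. These values argue against a chance split of those libraries. For columns K against J, pairs of primed libraries with different letters had a chi-square of 20.4 to 32.1 per gene. Pairs with the same letter had 9.26 to 17.6. These values argue against a chance split there too, although the correlations of log2 CPM of such pairs overlapped. The tests against primed cells took the 6 libraries as replicates of 1 group, which this difference puts in doubt. What separates the letters J and K is not known.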

How the results depend on the processing

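The fits with primed columns J or K only, and the comparison of K with J, were chosen after seeing the data, as were the 8 markers recomputed in every protocol. Of 469 recomputed values of the comparisons, shares of variance, positions, clusterings, and lists, 437 stayed on the same side of their test or within the set range of the reported value. The exceptions follow, and the cause was not tested unless stated. A minimum of 1 on the absolute log2 fold change, which can only remove genes, left 1209 genes in E-NHSM, 4560 in NHSM-v, 3928 in 4i/L/b, 3336 in TL2i, 4298 in t2iLGöY, 4354 in LCDM (EPS), and 2584 in TL-CDK8/19i cells against primed cells, 4601 in the average of the 5 protocols, 3848 between TL-CDK8/19i and TL2i cells, and 89 between primed columns K and J. With all 8 groups in one fit, E-NHSM cells had 5255 changed genes. Between columns K and J, DESeq2 called 746 genes and no filter on low counts gave 823. With fry in place of camera, 71 list tests passed in place of 38.

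The first principal component held 39.6% over all genes kept, and the second 23.1% after DESeq2's variance stabilizing transformation. With primed columns J only, the primed cluster held 6 libraries in place of 12, because 3 primed libraries were left out and the TL-CDK8/19i libraries changed sides. The TL-CDK8/19i libraries were with primed cells in 24 and with the 5 protocols in 13 of 37 alternatives, the latter including 1000 genes, all genes, the variance stabilizing transformation, scaled genes, a prior count of 0.5, Ward linkage, and 6 of the 27 fits that each left out one library. With primed columns J or K only, 3 libraries against 3 cannot give p under 0.1, which accounts for the lost calls against primed cells. The positions on the axis were then 0.181 and 0.153 for E-NHSM and 0.564 and 0.536 for TL-CDK8/19i, and those of TL-CDK8/19i on the first component 0.428 and 0.405.

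Across the fits that each left out one library, changed genes ranged from 2482 to 3987 in E-NHSM, 6790 to 8186 in NHSM-v, 6254 to 8068 in 4i/L/b, 5513 to 7578 in TL2i, 6470 to 7721 in t2iLGöY, 6591 to 8176 in LCDM (EPS), 4760 to 6663 in TL-CDK8/19i, 9707 to 9983 in the average, and 8108 to 8985 between TL-CDK8/19i and TL2i cells. The count between columns K and J ranged from 184 (without K3) to 595 (without J3). The list tests passed ranged from 38 to 42, the primed cluster from 9 to 12 libraries, the first share of variance from 59.1% to 63.4%, and the second from 14.3% to 17.1%. The position of E-NHSM on the first component ranged from -0.0307 without primed J3, apart from primed cells (exact permutation p = 0.018), to 0.0264 without E-NHSM replicate 3, reversed in sign, as it was without replicate 1 (0.0251) and replicate 2 (0.0187). That of TL-CDK8/19i ranged from 0.435 to 0.505. On the axis the ranges were 0.107 to 0.139 and 0.51 to 0.555. Table S2 kept 86 genes in the listed direction throughout.

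For 78 fold changes of named genes, 554 recomputed values were recorded. Of the fits that each left out one library, only the lowest, the highest, and those with another outcome are among them, so the shares overstate change. Direction and side of the threshold were kept in 509, the call was lost in 16 and gained in 23, and 6 reversed. The lost calls were of TFAP2C in TL-CDK8/19i (7) and LCDM (EPS) (6) and of POU5F1 (2) and DNMT3B (1) in E-NHSM cells. The gained calls were of KLF4 in NHSM-v (4), 4i/L/b (3), and t2iLGöY (3), NANOG in E-NHSM (6), SOX2 in LCDM (EPS) (4), TFAP2C in 4i/L/b (1) and E-NHSM (1), and TFE3 in E-NHSM cells (1). All 6 reversals concern TFAP2C, whose level varied among primed libraries, and in none was the adjusted p under 0.05. Its log2 fold change became 0.15 in E-NHSM and 0.58 in t2iLGöY with primed columns J only (adjusted p from edgeR 0.8 and 0.22), -0.30 in 4i/L/b with K only, -0.00547 in 4i/L/b without J3, and in t2iLGöY 0.24 without K1 and 0.12 without t2iLGöY replicate 2. Over the fits that each left out one library it ranged from -0.00547 to 0.53 in 4i/L/b and from -0.28 to 0.24 in t2iLGöY. With upper-quartile normalization, the share of changed genes that were higher moved from 42.3% to 52.3% in E-NHSM and from 54.4% to 44.3% between columns K and J. In TL-CDK8/19i it moved from 48.4% to 55.9% with all 8 groups in one fit, and in 4i/L/b from 47.8% to 53.9%. In E-NHSM upper-quartile normalization, which shifts all genes alike, was the only alternative that took this share across 50%. The median log2 fold change of all genes under that scaling was farthest from 0 in TL2i, at 0.11, and moved most in E-NHSM, from 0.02 to 0.09.

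Replicate numbers are shared by the groups, and between TL-CDK8/19i and TL2i cells they gave no sign of pairing. Other groups were not examined for pairing. Same-numbered TL-CDK8/19i and TL2i libraries deviated from their group means with correlations of -0.127, -0.0135, and -0.00855, and with the replicate number as a block 8420 genes were changed in place of 8906. No paired analysis was made for the comparisons with primed cells, because the letters and numbers of the primed columns are not tied to single samples. The alternatives that use 1 primed set of the labels were not run for the same reason, nor was the comparison of the sets. At the depth of these libraries, transcripts under 0.141 to 0.429 CPM were not quantified, which limits the falls of NANOG and the rises of BMP5, DCC, and INSM1 to bounds.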

Differences from the paper's values

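The second principal component held 16% of the variance, against the paper's value of about 29% in Fig. 2D, read by eye. Among the alternatives set before the data were examined, DESeq2's variance stabilizing transformation gave 23.1%, which is within 1.5 times the paper's value. The others did not come as near, with 16.5% for 1000 genes, 15% for all genes kept, 17.1% for scaled genes, and 15.5% for a prior count of 0.5. The first component, at 60.8%, did not differ by that measure from the paper's about 51% in Fig. 2D, read by eye.

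In Fig. 2D, NHSM-v cells lie farthest from primed cells along the first component. Here t2iLGöY cells did, at 1.15 against 1.04 for NHSM-v, and this order held under all 8 settings for which the positions of all groups were computed, 2 of them chosen after seeing the data, with t2iLGöY from 1.13 to 1.18 and NHSM-v from 1.04 to 1.05. Table S2 gives 13 genes as UP in naive cells that were lower here in the average of the 5 protocols. They are HSPA8, SLTM, KIAA0368, SEC63, SERPINE2, ZBTB2, QSER1, RCC2, HNRNPM, STAG2, HNRNPAB, PSMC2, and SS18, with log2 fold changes from -1.09 for SLTM to -0.64 for SS18 and an adjusted p under 0.05 from edgeR's quasi-likelihood test for each. None of the alternatives, including the average of all 7 protocols, brought more than 86 of the 99 listed genes to their listed direction.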

Other observations

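The tests of explanations in this part were chosen after the results were seen, in the same libraries, with the neural and Wnt lists themselves set before.

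In the 15 libraries of NHSM-v, 4i/L/b, TL2i, t2iLGöY, and LCDM (EPS), made from cultured cells, POU5F1 reached at most 7.69 CPM and NANOG at most 0.539 CPM, against at least 1100 and 107 CPM in the primed libraries. POU5F1 was still quantified in TL2i cells, with 88 to 157 counts. A list of 9 pluripotency genes, written after these levels were seen, fell in all 5, with 9 of the 9 called lower in each and medians from -5.97 in TL2i to -9.27 in t2iLGöY, genes at the floor being held at their bounds. The tables argue against 3 technical explanations. If mouse feeder cells had replaced the rhesus cells, zinc-finger genes of clusters expanded in primates would have fallen with POU5F1. The lowest median of the 13 tested was -0.42, in NHSM-v cells. In TL-CDK8/19i cells, which kept POU5F1, it was -0.83. Too few reads do not explain it, because at the primed level the shallowest of the 15 libraries would hold 9724 POU5F1 reads. Nor did a few genes take most of the counts, since the 10 most counted took at most 5.7% of any of the 15. An exchange of labels cannot be told apart for libraries of these 5 protocols, as nothing in the count tables identifies a culture medium. Wnt target genes were higher in 5 of the 5. A candidate explanation is that the cells of these cultures had left pluripotency, at least by their transcripts. It requires that lineage genes rise in the same libraries, and the neural list did, with the lowest median at 3.57, in TL2i cells. This is a hypothesis from the same data, and it does not say when the change occurred, or whether the injected cells were alike, since the labels do not tie the libraries to the injected cultures. The paper describes OCT4 and NANOG in cells of chimeric embryos by immunostaining, which is not analysed here.

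TL-CDK8/19i libraries lay between primed cells and the 5 protocols, and kept POU5F1 at 42.5% and NANOG at 55.3% of the primed level. A mixture of primed cells with cells like those of the 5 protocols would hold no gene above both. In all 3 libraries, 291 genes were at least 2-fold above primed cells and above each of the 5 protocols, SLC38A4 among them, while mixtures computed in equal parts from J libraries and those of 1 protocol, against K libraries, gave from 7 to 10. The ratio of 10 to these mixtures that was asked for was set after the 291 was seen. The share of the primed level also varied among 16 transcripts that are at 50 CPM or more in primed cells and at most 5% of that in each of the 5 protocols. It ranged from 5.72% for CTSC to 199% for SPP1, and the middle of the distribution spanned 35.8 percentage points, from 19.8% to 55.6%. In 10 mixtures computed at the median share of 37.5%, from primed libraries of 1 letter and libraries of 1 protocol against the other letter, the same range was from 8.27 to 15 points, so a single share of unchanged primed cells would not spread the values this widely. CTSC and SPP1 were chosen after their values were seen. These values suggest a state of its own, or a mixture with cells of a kind not sampled here, which stays open.

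The paper describes stronger protein staining of TFAP2C, KLF4, and TFE3 after reprogramming with 4i/L/b, t2iLGöY, TL2i, and TL-CDK8/19i. It reports KLF4 and TFE3 without TFAP2C in LCDM (EPS) cells, and none of these proteins in E-NHSM and NHSM-v cells. Transcript levels are another measure. TFAP2C was at 19 ± 11.6 CPM in primed cells (SD, n = 6), 74.9 ± 4.14 in NHSM-v, 51 ± 3.8 in TL2i, 40 ± 4.03 in TL-CDK8/19i, 21.5 ± 3.56 in 4i/L/b, 17.3 ± 5.24 in t2iLGöY, 13.1 ± 3.48 in E-NHSM, and 8.64 ± 1.55 in LCDM (EPS) cells (SD, n = 3 each). KLF4 was at 0.84 ± 0.84 CPM in primed cells, 10.1 ± 2.8 in E-NHSM, and at most 3.62 in the other protocols, and its rise passed edgeR's quasi-likelihood test in E-NHSM cells (log2 fold change 3.64, adjusted p = 0.0013) and in the average of the 5 protocols (1.35, adjusted p = 0.044). The rises of KLF4 in NHSM-v, 4i/L/b, and t2iLGöY cells did not pass, but each did without primed J3, with all 8 groups in one fit, and with primed columns K only. The rise of TFAP2C passed in NHSM-v and TL2i cells, also in every fit that left out one library. Its rise in TL-CDK8/19i and its fall in LCDM (EPS) cells passed with all libraries and were not stable. Both were lost on leaving out any one library of the protocol itself, that of TL-CDK8/19i also without primed J1, J2, or K2 and with columns K only, and that of LCDM (EPS) also without primed K1 or K3 and with columns J only. TFE3 was at 78.1 ± 9.94 CPM in primed cells and lower in every protocol except E-NHSM, from 37.2 in TL-CDK8/19i to 59.1 in 4i/L/b.

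The 13 genes that Table S2 lists as UP and that fell here stand together in the table, directly after the genes listed DOWN. The table's directions might refer to all 7 protocols in place of 5. With all 7 averaged, 13 genes listed UP were still lower, so this choice does not account for them. An error in the UP and DOWN entries is a possible explanation. Over the other 86 genes, the place in the table followed the log2 fold change computed here, with a Spearman correlation of 0.997, and all 13 genes have values between those of their neighbours in the table, -1.11 before and 0.88 after. If the entries of these genes were meant to be DOWN, the 13 would not differ in direction. The fold changes of the authors, which would settle this, are not in the table.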
